# Ascl2 Knockdown Results in Tumor Growth Arrest by miRNA-302b-Related Inhibition of Colon Cancer Progenitor Cells

**DOI:** 10.1371/journal.pone.0032170

**Published:** 2012-02-23

**Authors:** Rong Zhu, Yongtao Yang, Yin Tian, Jianying Bai, Xin Zhang, Xiaohuan Li, Zhihong Peng, Yonghong He, Lei Chen, Qiong Pan, Dianchun Fang, Wensheng Chen, Chen Qian, Xiuwu Bian, Rongquan Wang

## Abstract

**Background:**

Achaete scute-like 2 (Ascl2), a basic helix-loop-helix (bHLH) transcription factor, controls the fate of intestinal stem cells. However, the role of Ascl2 in colon cancer progenitor cells remains unknown. The cell line HT-29 (47.5–95% of CD133^+^ population) and LS174T (0.45% of CD133^+^ population) were chosen for functional evaluation of Ascl2 in colon cancer progenitor cells after gene knockdown by RNA interference.

**Methodology/Principal Findings:**

Immunohistochemistry demonstrated that Ascl2 was significantly increased in colorectal adenocarcinomas. Downregulation of Ascl2 using RNA interference in cultured colonic adenocarcinoma HT-29 and LS174T cells reduced cellular proliferation, colony-forming ability, invasion and migration in vitro, and resulted in the growth arrest of tumor xenografts in vivo. The Ascl2 protein level in CD133^+^ HT-29 cells was significantly higher than in CD133^−^ HT-29 cells. Ascl2 blockade via shRNA interference in HT-29 cells (shRNA-Ascl2/HT-29 cells) resulted in 26.2% of cells staining CD133^+^ compared with 54.7% in control shRNA-Ctr/HT-29 cells. The levels of ‘stemness’ associated genes, such as CD133, Sox2, Oct4, Lgr5, Bmi1, and C-myc, were significantly decreased in shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells in vitro as well as in the corresponding tumor xenograft (CD133 was not performed in shRNA-Ascl2/LS174T cells). The shRNA-Ascl2/HT-29 cells had inhibited abilities to form tumorspheres compared with control. The microRNA (miRNAs) microarrays, identified 26 up-regulated miRNAs and 58 down-regulated miRNAs in shRNA-Ascl2/HT-29 cells. Expression levels of let-7b, miRNA-124, miRNA-125b, miRNA-17, miRNA-20a and miRNA-302b, involved in the regulation of ‘stemness’, were quantified with qPCR, which confirmed their identities. Restoration of miRNA-302b, via its mimic, led to the restoration of shRNA-Ascl2/HT-29 ‘stemness’ characteristics, including tumorsphere formation and ‘stemness’ associated genes levels, and the recovery of cellular behaviors, including colony-forming ability, invasion and migration in vitro.

**Conclusions/Significance:**

Ascl2 may be a potential target for the inhibition of colon cancer progenitor cells, and functions through a miR-302b-related mechanism.

## Introduction

Colorectal cancer (CRC), the third leading cause of death from cancer worldwide and a leading cause of morbidity and mortality in developed countries [1], represents a major therapeutic challenge for cancer. Recently, the cancer stem cell (CSC) hypothesis has been proposed to explain the functional heterogeneity and carcinogenesis of cancer. According to this model, a subpopulation of cancer cells, which exhibit stem-like features, sustain tumor formation, metastasis, and resistance to therapy [2]–[5]. In this respect, CSCs would be expected to have a stem cell-like/progenitor phenotype (generally referred to as “stemness”). Additionally, several studies have investigated the protein-coding genes and their products that participate in the stemness maintenance and tumorigenicity of colon cancer progenitor cells [6]–[8]. Thus, it is important to identify the regulatory mechanisms and signaling pathways involved in colon cancer progenitor cells to develop novel reagents to target the refractory colon cancer progenitor cells population [9].

Achaete scute-like 2 (Ascl2), a basic helix-loop-helix (bHLH) transcription factor, is a downstream target of Wnt signaling in intestinal stem cells. In situ hybridization demonstrated Ascl2 expression at the base of small and large intestinal crypts, but a lack of expression in other normal tissues, except placenta [10]. The combined results from these gain- and loss-of-function experiments imply that Ascl2 controls the fate of intestinal stem cells [11]. Several groups have demonstrated that Ascl2 is over-expressed in colorectal cancer [10], [12], [13]. Furthermore, Ascl2 over-expression has the potential to shift the hierarchy of stem and progenitor cells within liver metastases resulting in self-renewal rather than differentiation, potentially affecting the clinical behavior of these tumors [13]. Thus, Ascl2 may be a regulatory factor that controls the fate of colon cancer progenitor cells. During the past decade, a number of developmental pathways that regulate CSCs have been elucidated [14]–[17]. However, the role of Ascl2 in colon cancer progenitor cells remains unknown.

The cell line HT-29 has a CD133^+^ population of 47.5–95% in the literature [18], [19] and isolated CD133^+^ cells from the HT-29 colon cancer cell line exhibited a higher tumorigenic potential than CD133^−^ cells in the in vivo tumor formation assay [20]. The CD133 protein was first recognized as a surface marker for haematopoietic stem cells [21], later, it was used to recognize cancer stem cells in many solid tumors arising in, for example, breast [22], pancreas [23], liver [24] and colon [18], [19]. The cell line LS174T has a CD133^+^ population of 0.45% in the literature [20] and 0.1% in our experiment (data not shown). Thus HT-29 and LS174T cells were chosen for functional evaluation of Ascl2 in colon cancer progenitor cells after gene knockdown by RNA interference.

MicroRNAs (miRNAs) are crucial as post-transcriptional regulators of gene expression and participate in several biological functions, including cellular proliferation, differentiation and apoptosis [25]. miRNAs also contribute to preserving stemness of embryonic stem cells and human CSCs [26]–[28]. Investigation of the function of Ascl2 on colon cancer progenitor cells and miRNA expression profiles is crucial for elucidating the characteristics of colon cancer progenitor cells, which will benefit the development of new drugs or novel therapeutic methods that target colon cancer progenitor cells. Furthermore, it will provide new insights into methods to eradicate colon cancer due to the likelihood that the eradication of colon cancer progenitor cells will be a critical step in achieving a cure for colon cancer.

In this report, we demonstrate the selective blockade of Ascl2 in HT-29 and LS174T cells could inhibit cell growth, invasion and migration in vitro, and lead to growth arrest in vivo, that is partially related to miRNA-302b-related inhibition of ‘stemness’ of colon cancer progenitor cells based on the experiments of shRNA-Ascl2/HT-29 transfected with miRNA-302b mimic. These results indicate that Ascl2 could be a potential target in colon cancer progenitor cells for the development of novel therapies for the eradication of colon cancers.

## Materials and Methods

### Cell culture

Human colonic adenocarcinoma cell lines HT-29 and LS174T were obtained from the American Type Culture Collection (ATCC) and were maintained in McCoy's 5A medium (Sigma, USA) containing 10% fetal bovine serum (FBS; HyClone, USA) at 37°C and 5% CO_2_, with the medium changed every two days. Cells were passaged at 80% confluence and seeded at 30% confluence for maintenance of optimal proliferating conditions.

### RNA interference

The sequence, CCGCGTGAAGCTGGTGAAC, targeting Ascl2 (shRNA-Ascl2/EGFP) [11] was formed from duplex DNA consisting of 5′-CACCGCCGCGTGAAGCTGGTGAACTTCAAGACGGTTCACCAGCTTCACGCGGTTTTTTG-3′, 5′-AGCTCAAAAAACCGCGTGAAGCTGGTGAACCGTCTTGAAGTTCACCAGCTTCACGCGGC-3′.

A pGenesil-1.1 was used without insert for control (shRNA-Ctr/EGFP). The annealed DNA duplexes were cloned into the plasmid of pGenesil-1.1 digested with the Eco31I restriction enzyme. HT-29 and LS174T cells were transfected with shRNA-Ascl2/EGFP or shRNA-Ctr/EGFP vector, and then selected with 0.8 mg/ml G418 for HT-29 transfected cells and 0.4 mg/ml G418 for LS174T transfected cells, beginning 48 hours post transfection. Two weeks later, cells were maintained in 0.4 mg/ml G418 for HT-29 transfected cells and 0.2 mg/ml G418 for LS174T transfected cells until three independent stable transfected clones were established. RNA interference was stable throughout the span of experiments under the selection pressure of 0.4 mg/ml G418 for HT-29 transfected cells and 0.2 mg/ml G418 for LS174T transfected cells in the culture medium.

### Proliferation Assay

Cell proliferation was examined on days 1, 2, 3 and 4. Isolated cells were seeded at 1×10^4^ cells/well in 96-well plates (Corning, USA) in a final volume of 100 µl of culture medium per well. At each time point, 5 mg/ml MTT (Sigma, USA) was added to the culture medium (20 µl/well) and incubated for additional 4 hours at 37°C in 5% CO_2_ atmosphere to allow MTT to be converted to formazan crystals. After that, the formazan crystals were solubilized with 150 µl DMSO (Sigma, USA) for 10 min. The absorbance was measured at a wavelength of 490 nm with a microplate reader (Thermo, USA). All assays were repeated three times.

### Colony Formation Assay

Cells were plated at a density of 1000 cells per plate (35 mm, Corning, USA) and then incubated at 37°C under 5% CO_2_. The medium was changed every 3–4 days. On days 20, cells were stained with Giemsa and observed under an inverted microscope. The numbers of colonies in each plate were counted. The experiment was replicated three times and expressed as the average number of colonies per plate.

### In Vitro Invasion Assay

The in vitro invasion capability of the cells was measured using the transwell chambers coated with Matrigel (Corning, USA) assay. Cells were seeded in 100 µl at a density of 1×10^6^ cells/ml with 1% FBS in the upper chamber, and the lower chamber was filled with 600 µl of culture medium with 20% FBS as a chemoattractant. Transwells were then incubated at 37°C under 5% CO_2_ for 48 h to allow the cells to invade. At the end of the incubation, the cells on the upper side of the Matrigel-coated filter were removed by wiping with a cotton swab. Cells that had invaded through the Matrigel-coated filter were stained with crystal violet solution. The invasive cells that migrated through the Matrigel-coated filter to the lower surface were counted under an inverted light microscope (Olympus, Japan), at 200× magnification. Cells in five randomized fields of view at 200× were counted and expressed as the average number of cells per field of view. The experiment was replicated three times.

### Migration

HT-29, LS174T cells and their transfectants, at 90–100% confluence in 6-well plates, were cultured overnight in serum-free medium. The medium was replaced with PBS, and the monolayers were wounded mechanically using a sterilized, single-edged razorblade. After wounding, cells were rinsed twice with sterilized PBS and incubated in McCoy's 5A medium containing 10% FBS for 48 hours at 37°C, under 5% CO_2_. Cells that had migrated from the wounded edge were counted at 200× magnification using an inverted light microscope (Olympus, Japan). Cells in 5 random fields of view at 200× and expressed as the average number of cells per field of view. The experiment was replicated three times.

### Tumorsphere-formation assays

For tumorsphere formation, single-cell suspensions were suspended in a Dulbecco's Modified Eagle's Medium/F12 (DMEM/F12, Hyclone, USA) supplemented with B-27 (1×, Gibco), 20 ng/mL epidermal growth factor (EGF, Peprotech, USA), and 20 ng/mL basic fibroblast growth factor (bFGF, Peprotech, USA), and then plated in 24-well ultra-low attachment plates (Corning, USA) at a concentration of 1000 cells per well. Plates were analyzed 7–10 days later for tumorsphere formation and were quantified using an inverted microscope (Olympus) at 100× and 400× magnifications. For subsequent quantification of cell numbers per tumorsphere, tumorspheres were collected with a 40 um sieve (BD Biosciences, San Jose, CA, USA) and disassociated with 0.25% trypsin/0.02% EDTA to make a single cell suspension. The viable cells were then counted using trypan blue exclusion.

### In vivo tumorigenicity

The shRNA-Ctr/HT-29, shRNA-Ascl2/HT-29, shRNA-Ctr/LS174T and shRNA-Ascl2/LS174T cells were resuspended in 100 µl (1×10^6^ cells) of 0.9% physiological saline before injection. Six-week-old BALB/c nude male mice were purchased from the Animal Facility of Research Center of Third Military Medical University and maintained under standard conditions. All experiments were performed with the approval of the Animal Studies Ethics Committee of the Third Military Medical University (permit number: sw 20090713). Mice were subcutaneously inoculated with 1×10^6^ isolated cells on both flanks (the left with shRNA-Ascl2/HT-29 or shRNA-Ascl2/LS174T cells and the right with shRNA-Ctr/HT-29 or shRNA-Ctr/LS174T cells, respectively). The tumor sizes were measured using calipers. Tumor sizes were calculated using the formula: (length × width^2^)/2. The mice were euthanized by cervical dislocation on day 20 after inoculation. The grafts were removed, documented by photography and the tumor weights measured. Tumors were divided into two groups, and either fixed with 10% buffered formalin or preserved in −80°C.

### Flow cytometry cell sorting and flow cytometry analysis

For isolation of CD133^+^ and CD133^−^ populations within HT-29 cells, single-cell suspensions were incubated with phycoerythrin (PE)-conjugated anti-human CD133 antibody (AC133 clone; Miltenyi Biotec, Auburn, CA, USA) and FcR blocking reagent (Miltenyi Biotec, Auburn, CA, USA) in staining solution containing 0.5% BSA and 2 mM EDTA for 10 min at 4°C. Isotype-matched mouse immunoglobulin G1 (Miltenyi Biotec, Auburn, CA, USA) served as a negative control. Cells were analyzed and sorted with a fluorescence-activated cell sorter (FACS) (BD Biosciences, San Jose, CA, USA). For the positive and negative population, the top 10.8% brightly stained cells or the bottom 7.6% dimly stained cells were selected, respectively.

### Immunohistochemistry

Immunohistochemical studies of Ascl2 were performed on human colon mucosa (n = 11), colon carcinoma (n = 11) and tumor xenografts from nude mice (n = 6), the human colon mucosa and cancer tissues were from the same patients and all patients provided informed consent. Paraffin was removed from formalin-fixed, paraffin-embedded tissue; samples were then blocked and incubated with specific antibodies overnight at 4°C. The antibody was detected by SP9002 Histostain™-Plus Kits (Zymed Co., USA). All sections were counterstained with hematoxylin. Primary mouse Ascl2 monoclonal antibody (Table S1) was used at a dilution of 1∶100. All experiments were performed with the approval of the Studies Ethics Committee of Southwest Hospital, Third Military Medical University (permit number: sw 20090713).

### Immunofluorescence staining

HT-29 and LS174T cells, cultured on sterilized cover slips, were stained with Ascl2 primary antibody (Table S1), followed by incubation with goat anti-mouse IgG-R (Santa Cruz Biotechnology, Inc., California U.S.A.), counterstaining with DAPI, and finally visualized under a laser scanning confocal fluorescent microscope (Carl Zeiss, Inc. Germany).

### Real-time PCR analysis

Total RNA was extracted using TRIzol reagent (Invitrogen, USA) according to the manufacturer's instructions. First strand cDNA was synthesized using primeScript™ RT enzyme mix I, oligo dT primers and random hexamers (Takara, Japan). To determine fold changes in each gene, real-time PCR was performed using the first strand cDNA, forward and reverse primers, and the SYBR premix Ex Taq™ Green II (Takara, Japan). The primer sequences are summarized in Table S2. Reaction and signal detection were measured by the real-time PCR system (BioRad, USA). Expression levels were calculated as the relative expression ratio compared to β-actin. The real-time PCRs were performed in triplicate independently.

### Western blot assay

Cell lysates or the homogenized tissues from tumor xenografts dissolved in SDS sample buffer were separated by SDS-PAGE and transferred to nitrocellulose membrane. The β-actin was used as a control. The membrane was probed with specific primary antibody overnight at 4°C (the primary antibodies are summarized in Table S1), followed by incubation with HRP-conjugated secondary IgG(H+L) antibody (Santa Cruz Biotechnology, Inc., California U.S.A.). The blots were processed with Immobilon™ western chemiluminescent HRP substrate (Milipore, USA) and analyzed by gel imaging analysis system (BioRad, USA).

### miRNA microarray analysis and miRNAs quantification using quantitative PCR

The 6th generation of human miRNA microarrays (Exiqon, Denmark) was used to compare the miRNA expression profiles between shRNA-Ctr/HT-29 and shRNA-Ascl2/HT-29 cells. The microarray contains more than 1891 capture probes, covering all human, mouse and rat miRNAs annotated in the miRBase 16.0. Total RNA was extracted from 1×10^7^ stable transfected shRNA-Ctr/HT-29 and shRNA-Ascl2/HT-29 cells using TRIzol reagent (Invitrogen, USA). RNA isolation, quality control, labeling, and hybridization were performed at Shanghai KANCHENG Biochip Company according to the protocols in the miRNA microarray system. Arrays were scanned using a Microarray Scanner, and the scanned images were then imported into GenePix Pro 6.0 software (Axon) for grid alignment and data extraction. Replicated miRNAs were averaged and miRNAs with intensities >50 in all samples were chosen for calculating the normalization factor. Expressed data were normalized using the Median normalization. After normalization, differentially expressed miRNAs were identified through Fold Change filtering. Hierarchical clustering was performed using MEV software (v4.6, TIGR).

For miRNAs qPCR validation, the primer sequences for miRNAs are summarized in Table S3. RNA isolation, quality control, cDNA synthesize and qPCR were performed at Shanghai KANCHENG Biochip Company according to the protocols. A t-test was used to identify differentially expressed miRNAs between shRNA-Ctr/HT-29 and shRNA-Ascl2/HT-29 comparisons.

### Transfection of miRNA mimics or miRNA inhibitors in shRNA-Ascl2/HT-29 cells

shRNA-Ascl2/HT-29 cells were transfected 24 hours after being seeded in 6-well plates. The miRNA mimics (100 pmol) or miRNA inhibitors (200 pmol) (Guangzhou Ribobio Co., Ltd. Guangzhou, PR of China) in 250 µl of serum-free, antibiotics-free medium were mixed with 5 µl of Lipofectamine 2000 transfection reagent (Invitrogen, Carlsbad, CA) dissolved in 245 µl of the same medium and allowed to stand at room temperature for 20 min. The resulting 500 µl transfection solutions were then added to each well containing 1.5 ml of medium. Six hours later, each well was replaced with 2 ml fresh medium supplemented with 10% FBS. The transient transfected cells were collected after an additional 48 hours of incubation for further experiments, including the tumorsphere formation, real-time PCR, western blot analysis, colony formation assay, invasion assay and migration analysis. The transient transfected shRNA-Ascl2/HT-29 cells using miRNA mimic negative control (100 pmol) or miRNA inhibitors negative control (200 pmol) were used as a control.

### Statistical Analysis

For continuous variables, data were expressed as the mean ± standard deviation. Differences between groups were estimated by Student's t-test and repeated-measures ANOVA analysis. All differences were deemed significant at the level of p<0.05, very significant at the level of p<0.01. Statistical analyses were performed by the SPSS 13.0 for Windows software package.

## Results

### Ascl2 is overexpressed in colon cancer and colon cancer cell lines, and Ascl2 interference in HT-29 and LS174T cells remarkably reduced its expression

Immunohistochemical staining was used to determine whether Ascl2 protein was expressed in human colon mucosa and colon cancer. An increase in Ascl2 protein expression in the nucleus of colon cancer cells of human colon cancers (Figure 1B) was observed when compared with the specific staining of Ascl2 protein at the nucleus of crypt base cells of normal colon mucosa (Figure 1A). The cells with Ascl2 positive staining in the nucleus were separated by negative staining cell exactly in the normal crypt base (Figure 1A). The immunofluorescence staining demonstrated that Ascl2 was expressed mainly in the nucleus of HT-29 cells, and weakly expressed in the cytoplasm, whereas, Ascl2 was expressed mainly in the cytoplasm of LS174T cells, and weakly expressed in the nucleus. Its expression pattern of Ascl2 in HT-29 and LS174T cells was discordant, with the majority of HT-29 and LS174T cells being relatively weak for expression (Figure 1C). Western blot analysis demonstrated that Ascl2 was present in both colon cancer cell lines HT-29 and LS174T cells (20 kDa in both), but absent in MHCC-97L, a liver cancer cell line (Figure 1D).

**Figure 1:**
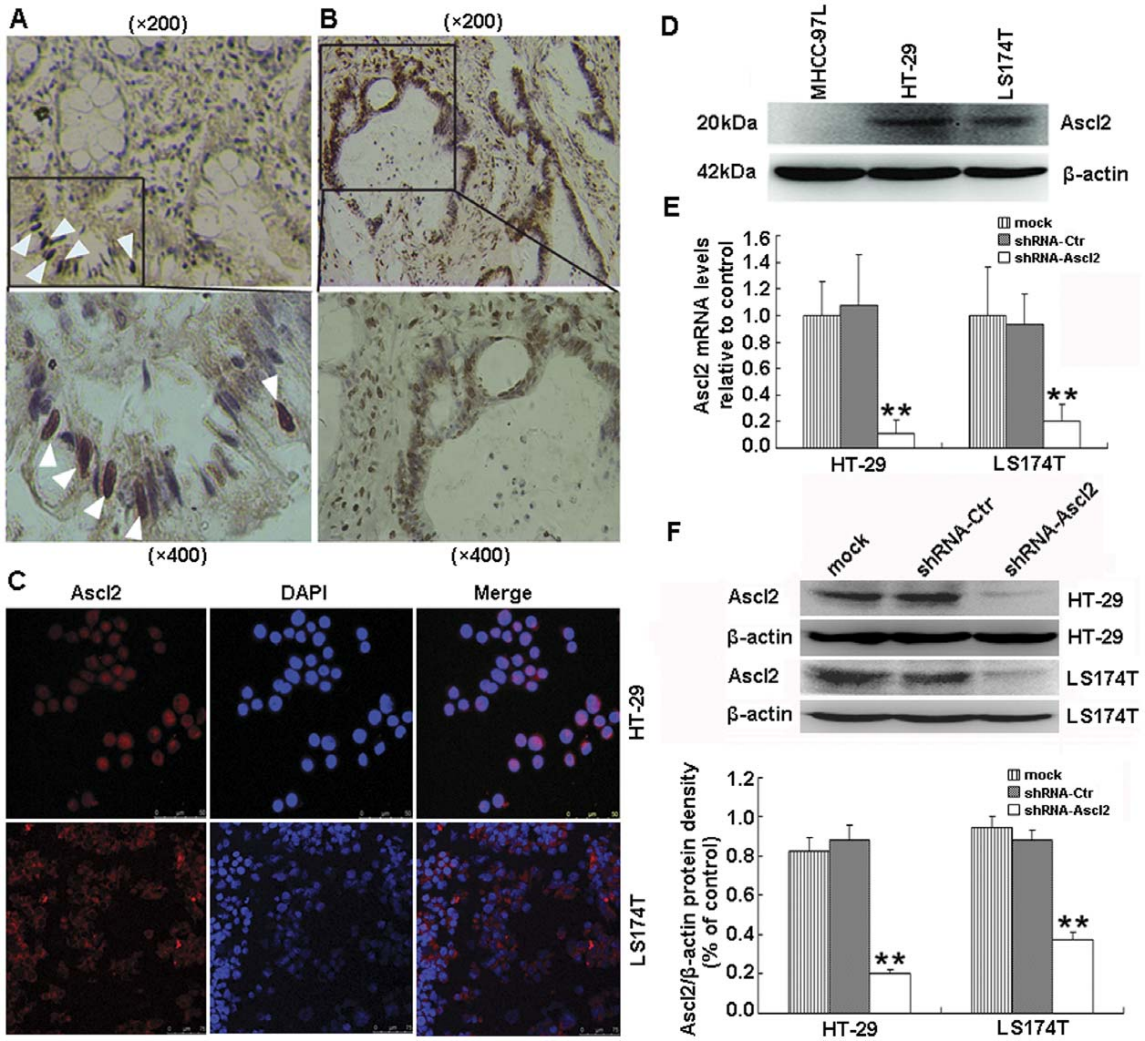
Expression of Ascl2 in normal human colon mucosa, colon cancer and colon cancer cell lines and its selective interference in HT-29 and LS174T cells. Ascl2 expression is specifically localized at the nucleus of crypt base cells of normal human colon mucosa (arrowhead) (A), B demonstrates that Ascl2 is specifically expressed at the nucleus of human colon cancer cells in human colon cancer tissues (Original magnification of top panel of A and B: ×200; Original magnification of low panel of A and B: ×400). The immunofluorescent staining indicates Ascl2 located mainly in the nucleus of HT-29 cells and the cytoplasm of LS174T cells (C) (Original magnification: ×200). Western blot analysis shows Ascl2 is present in HT-29 and LS174T cells, but absent in MHCC-97L cells (D). Ascl2 interference in HT-29 and LS174T cells results in the significant reduction of both Ascl2 mRNA analyzed by real-time PCR and protein levels analyzed by western blot analysis relative to control (β-actin) (**: p<0.01) (E and F).

To knock down Ascl2 expression in HT-29 and LS174T cells, cells were transfected with shRNA-Ascl2/EGFP and shRNA-Ctr/EGFP vectors, four stable-transfected cell lines (shRNA-Ascl2/HT-29, shRNA-Ascl2/LS174T, shRNA-Ctr/HT-29 and shRNA-Ctr/LS174T cells) were established. Ascl2 mRNA quantitated with real-time PCR was reduced in shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells compared with their controls (Figure 1E). A corresponding reduction in Ascl2 protein was observed in shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells compared with their controls (Figure 1F). There was no significant difference between shRNA-Ctr/HT-29 and untransfected HT-29 cells, and between shRNA-Ctr/LS174T and untransfected LS174T cells, in both Ascl2 mRNA and protein expression (Figure 1E and 1F).

### Silence of Ascl2 in HT-29 and LS174T cells led to alterations in cellular behaviors

Colony formation assay: shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells developed fewer colonies after 20 days compared with their controls (p<0.05) (Figure 2A). Proliferation assay: The proliferation rates of shRNA-Ascl2/HT-29, shRNA-Ascl2/LS174T and their controls were examined using an MTT method, according to the manufacturer's protocol, from days 1 to 4 after seeding. As shown in Figure 2B, there were significant differences in the growth rates between shRNA-Ascl2/HT-29 and HT-29 cells, and between shRNA-Ascl2/HT-29 and shRNA-Ctr/HT-29 cells at days 3 and 4, also between shRNA-Ascl2/LS174T and LS174T cells, and between shRNA-Ascl2/LS174T and shRNA-Ctr/LS174T cells at days 3 and 4 (p<0.05). In vitro invasion assay: Invasion assays were performed using Matrigel-coated transwell culture chambers. After 48 hours of incubation, the numbers of invading cells were counted. With shRNA-Ascl2/HT-29 cells, 7±3 cells per field (under 200×magnification using the inverted microscope) invaded through the membrane. This number was significantly lower than that of untransfected HT-29 cells (37±5) or shRNA-Ctr/HT-29 cells (31±6) (p<0.01). Similarly, with shRNA-Ascl2/LS174T cells, 84±14 cells per field (under 200×magnification using the inverted microscope) invaded through the membrane. This number was significantly lower than that of untransfected LS174T cells (292±32) or shRNA-Ctr/LS174T cells (296±30) (p<0.01) (Figure 2C). Migration: Finally, 75±10 shRNA-Ascl2/HT-29 cells per field (under 200× magnification) moved across the scraped edge after 48 hours. This number was significantly lower than that of untransfected HT-29 cells (185±15) or shRNA-Ctr/HT-29 cells (195±25) (p<0.05). 82±9 shRNA-Ascl2/LS174T cells per field (under 200× magnification) moved across the scraped edge after 48 hours. This number was significantly lower than that of untransfected LS174T cells (177±21) or shRNA-Ctr/LS174T cells (173±25) (p<0.05) (Figure 2D).

**Figure 2:**
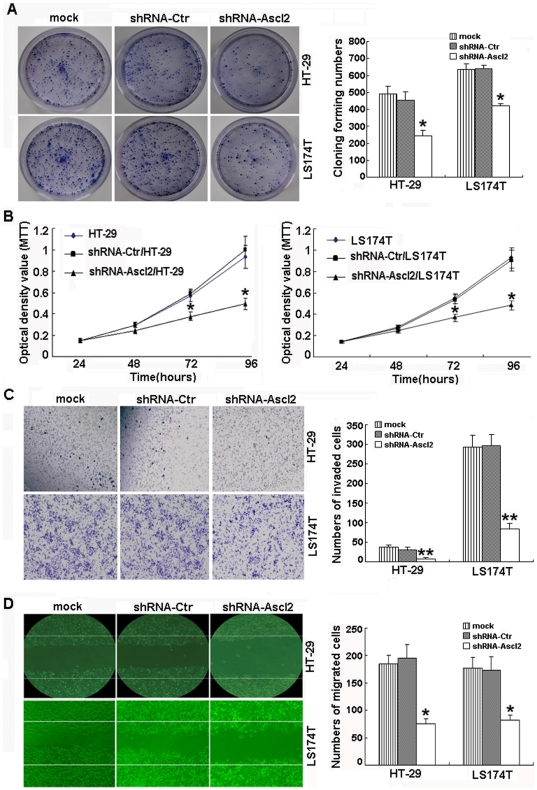
Ascl2 blockade in HT-29 and LS174T cells results in the inhibition of colony formation, proliferation, invasion and migration in vitro. shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells have fewer colonies (*: p<0.05) (A), lower growth rates (*: p<0.05) (B), less invaded cells through the Matrigel-coated membrane (**: p<0.01) (C) and less cells migrating across the scraped edge (*: p<0.05) (D), when compared with their controls (Original magnification: ×200).

### Ascl2 interference led to in vivo growth arrest of tumors

To compare the growth rates of shRNA-Ctr/HT-29 and shRNA-Ascl2/HT-29 cells, shRNA-Ctr/LS174T and shRNA-Ascl2/LS174T cells, in athymic nude mice, the shRNA-Ascl2/HT-29 or shRNA-Ascl2/LS174T cells were injected into left flank while shRNA-Ctr/HT-29 or shRNA-Ctr/LS174T cells were injected into the right flank respectively. Twenty days after inoculation with each paired cells (shRNA-Ascl2/HT-29 and shRNA-Ctr/HT-29 cells in Figure 3A, or shRNA-Ascl2/LS174T and shRNA-Ctr/LS174T cells (results not shown)) in each mouse, respectively, all mice (12/12, respectively) developed tumors. Tumor volumes were measured using calipers at various time points before death, while weights were determined after death. The volume and mass in the shRNA-Ascl2/HT-29 or shRNA-Ascl2/LS174T tumors were significantly lower than that of the shRNA-Ctr/HT-29 or shRNA-Ctr/LS174T tumors (p<0.05) (Figure 3B and 3C). Furthermore, Ascl2 expression in the tumor tissue from shRNA-Ascl2/HT-29 or shRNA-Ascl2/LS174T cells was significantly lower than that of shRNA-Ctr/HT-29 or shRNA-Ctr/LS174T cells, as determined by real-time PCR and western blot analysis (Figure 3D and 3E). Ascl2 expression in tumor tissue from shRNA-Ascl2/HT-29 or shRNA-Ascl2/LS174T cells was significantly lower than that from shRNA-Ctr/HT-29 or shRNA-Ctr/LS174T cells, as shown by immunohistochemical staining (Figure 3F).

**Figure 3:**
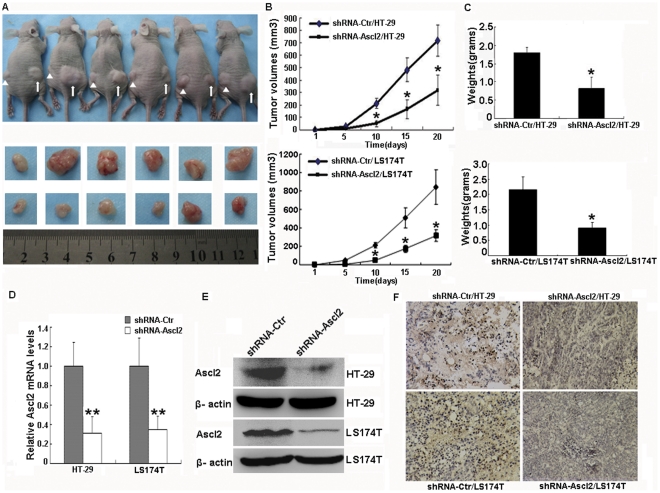
Ascl2 interference in HT-29 and LS174T cells leads to tumor growth arrest in vivo. All mice (6/6, respectively) develop tumors 20 days later after 1×10^6^ shRNA-Ctr/HT-29 cells (right side and marked as arrow) and shRNA-Ascl2/HT-29 cells (left side and marked as arrowhead) are inoculated into nude mice (A), LS174T cells were not shown. The tumor volume (B) and mass weight (C) in the group of shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells is significantly lower than the group of shRNA-Ctr/HT-29 and shRNA-Ctr/LS174T cells (*: p<0.05). The mRNA (D) and protein (E) levels of Ascl2 in the tumor tissues develop from shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells are lower than in the tumor tissues developed from shRNA-Ctr/HT-29 and shRNA-Ctr/LS174T cells (**: p<0.01). Ascl2 immunostaining in the nucleus of the cancerous cells in tumor xenografts from shRNA-Ctr/HT-29 and shRNA-Ctr/LS174T cells is stronger than in the nucleus of the cancerous cells in tumor xenografts from shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells (F).

### Ascl2 expression in CD133^+^ and CD133^−^ HT-29 cells

Flow cytometry analysis indicated CD133 was expressed in 58.1% of the HT-29 cells, with 0.1% HT-29 cells were detected in the negative control. 98.6% of cells were confirmed to be CD133 positive in the top 10.8% of CD133 positive HT-29 cells by postsorting selection, 98.1% of cells were confirmed to be CD133 negative in the dimly 7.6% of CD133 negative HT-29 cells (Figure 4A).

**Figure 4:**
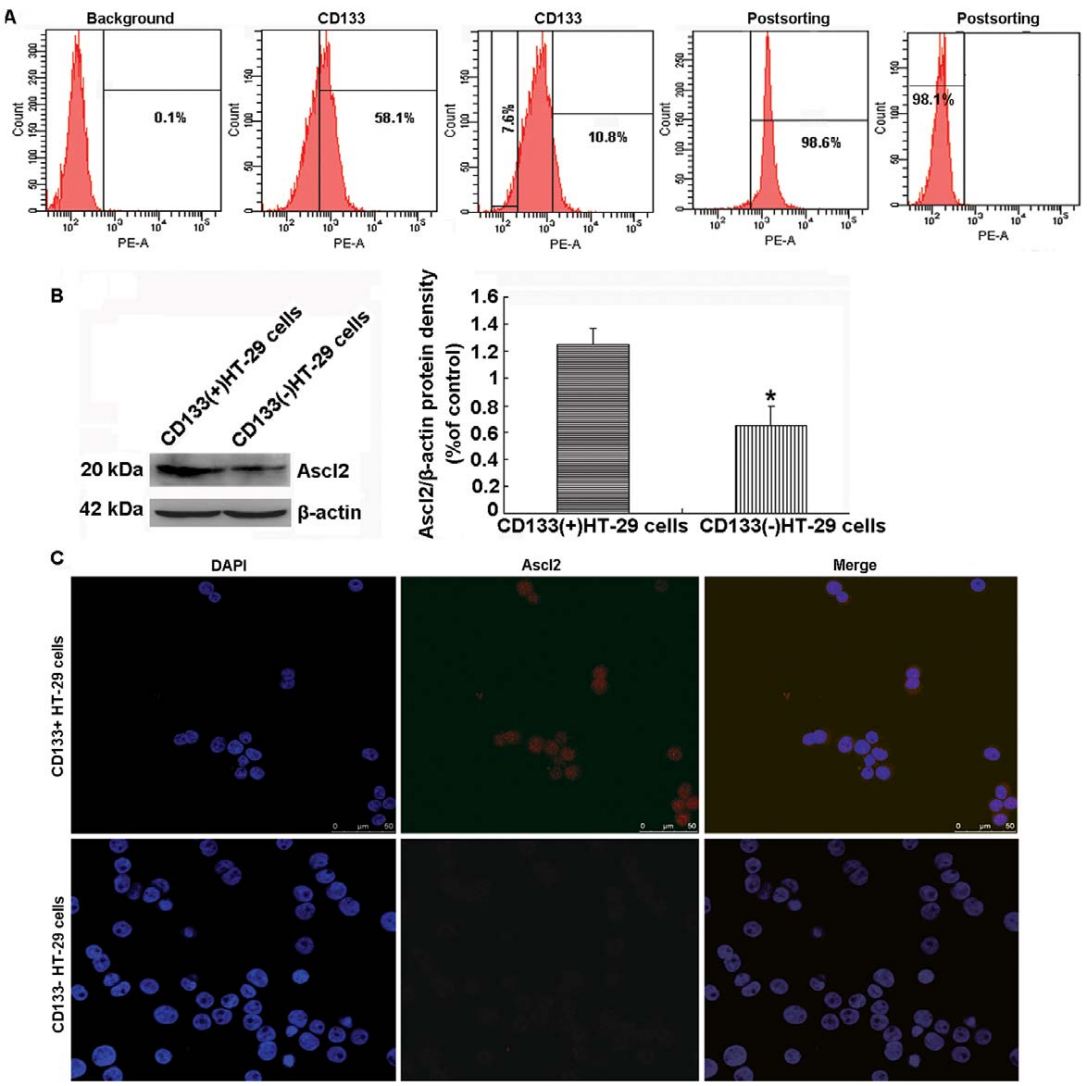
Sorting of HT-29 cells based on CD133 marker and Ascl2 expression in CD133^+^ and CD133^−^ HT-29 cells. CD133 is expressed in 58.1% of HT-29 cells. 98.6% of cells are confirmed to be CD133 positive by post-sorting selection in the top 10.8% of CD133^+^ HT-29 cells, 98.1% of cells are confirmed to be CD133 negative by post-sorting selection in the dimly 7.6% of CD133^−^ HT-29 cells (A). Ascl2 protein level relative to control (β-actin) in CD133^+^ HT-29 cells is significantly higher than that in CD133^−^ HT-29 cells (*: p<0.05) (B). There is an obvious nuclear staining of Ascl2 in CD133^+^ HT-29 cells, but Ascl2 is almost negative in CD133^−^ HT-29 cells (C) (Original magnification: ×200).

The CD133^+^ and CD133^−^ HT-29 cells were analyzed for the expression of Ascl2 using western blot assays. The Ascl2 protein level relative to control (β-actin) in CD133^+^ HT-29 cells was significantly higher than that in CD133^−^ HT-29 cells (p<0.05) (Figure 4B). The CD133^+^ and CD133^−^ HT-29 cells were immunostained with anti-Ascl2 antibody, demonstrating a nuclear staining pattern of Ascl2 in CD133^+^ HT-29 cells (the top panel of Figure 4C), and a negligible staining for Ascl2 in CD133^−^ HT-29 cells (the low panel of Figure 4C).

### The percentage of CD133^+^ HT-29 cells and ‘stemness’ markers were remarkably reduced following Ascl2 knockdown

The observation that Ascl2 expression was higher in CD133^+^ HT-29 cells than in CD133^−^ HT-29 cells, led to the hypothesis that the Ascl2 protein is important for the expression of CD133 in CD133^+^ stem/progenitor HT-29 cells. The comparative flow cytometry analysis of shRNA-Ctr/HT-29 and shRNA-Ascl2/HT-29 cells was performed. In the shRNA-Ctr/HT-29 cells, 54.7% of the cells were positive for CD133 expression, whereas 26.2% of the cells were positive for CD133 expression in shRNA-Ascl2/HT-29 cells (Figure 5A). Triple experiments, using three different clones, confirmed that the percentage of CD133^+^ HT-29 cells was significantly reduced in the presence of Ascl2 knockdown (Figure 5B) (p<0.05). Only 0.1% of LS174T cells were CD133 positive in our own data and 0.45% of LS174T cells were CD133 positive in literarure [20] with flow cytometry sorting, so the comparative flow cytometry analysis of shRNA-Ctr/LS174T and shRNA-Ascl2/LS174T cells was not performed.

**Figure 5:**
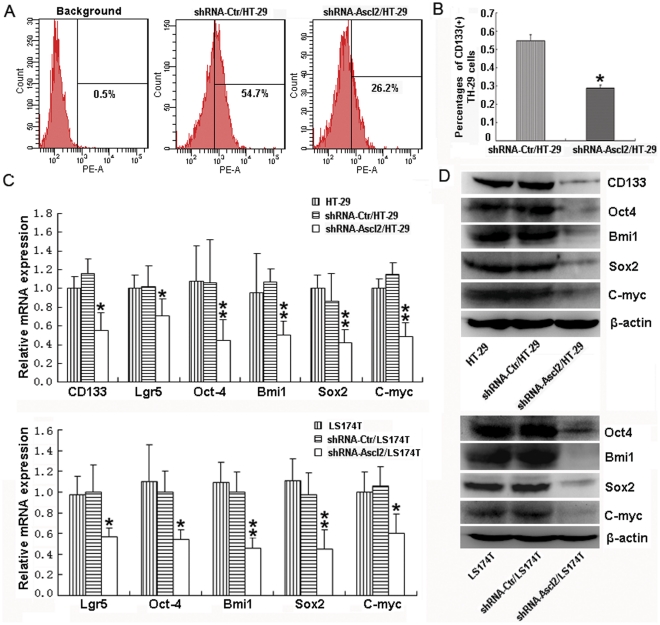
The percentage of CD133^+^ HT-29 cells and the expression level of ‘stemness’ associated genes are reduced due to Ascl2 knockdown in vitro. 54.7% of shRNA-Ctr/HT-29 cells are positive for CD133 expression compared with 26.2% of HT-29 cells are positive for CD133 expression in shRNA-Ascl2/HT-29 cells (*: p<0.05) (A and B). The mRNA levels of ‘stemness’ associated genes, like CD133 (not performed in LS174T cells and its transfectants), Lgr5, Oct4, Bmi1, Sox2, and C-myc analyzed by real-time PCR in the shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells are lower than in the shRNA-Ctr/HT-29, HT-29, shRNA-Ctr/LS174T and LS174T cells, respectively (*: p<0.05; **: p<0.01) (C). The protein levels of ‘stemness’ associated genes, like CD133 (not performed in LS174T cells and its transfectants), Oct4, Bmi1, Sox2, and C-myc, analyzed by western blot analysis in shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells are significantly lower than that in the shRNA-Ctr/HT-29, HT-29, shRNA-Ctr/LS174T and LS174T cells, respectively (D).

To confirm whether Ascl2 interference in HT-29 or LS174T cells inhibited the “stemness” of progenitor cells present in the repertoire of HT-29 or LS174T cells, the expression of present candidate genes involved in stem cells was investigated by real-time PCR in shRNA-Ctr/HT-29 and shRNA-Ascl2/HT-29 cells, and in shRNA-Ctr/LS174T and shRNA-Ascl2/LS174T cells. There was a significant decrease in expression of mRNA levels of ‘stemness’ genes, such as CD133 (not preformed in shRNA-Ctr/LS174T and shRNA-Ascl2/LS174T cells), Lgr5, Oct4, Bmi1, Sox2, and C-myc in shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells compared with shRNA-Ctr/HT-29 and shRNA-Ctr/LS174T cells (Figure 5C). The protein levels of ‘stemness’ genes, including CD133 (not preformed in shRNA-Ctr/LS174T and shRNA-Ascl2/LS174T cells), Oct4, Bmi1, Sox2 and C-myc, analyzed by western blot analysis (Western blot of Lgr5 protein was not successful when using the commercial antibodies), were significantly lower in shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells compared with shRNA-Ctr/HT-29 and shRNA-Ctr/LS174T cells (Figure 5D). However, there was no significant difference in the expression of ‘stemness’ associated genes between shRNA-Ctr/HT-29 and non-transfected HT-29 cells, and between shRNA-Ctr/LS174T and non-transfected LS174T cells (Figure 5C and 5D). Similar experiments were performed in the tumor xenografts developed from shRNA-Ctr/HT-29, shRNA-Ascl2/HT-29 cells, shRNA-Ctr/LS174T or shRNA-Ascl2/LS174T cells. As shown in Figure 6A and 6B, the mRNA and/or protein levels of ‘stemness’ associated genes, including CD133 (not preformed in shRNA-Ctr/LS174T and shRNA-Ascl2/LS174T cells), Bmi1, Oct4, Sox2, Lgr5 and C-myc were significantly reduced in tumor xenografts developed from shRNA-Ascl2/HT-29 or shRNA-Ascl2/LS174T cells compared with tumor xenografts developed from shRNA-Ctr/HT-29 or shRNA-Ctr/LS174T cells.

**Figure 6:**
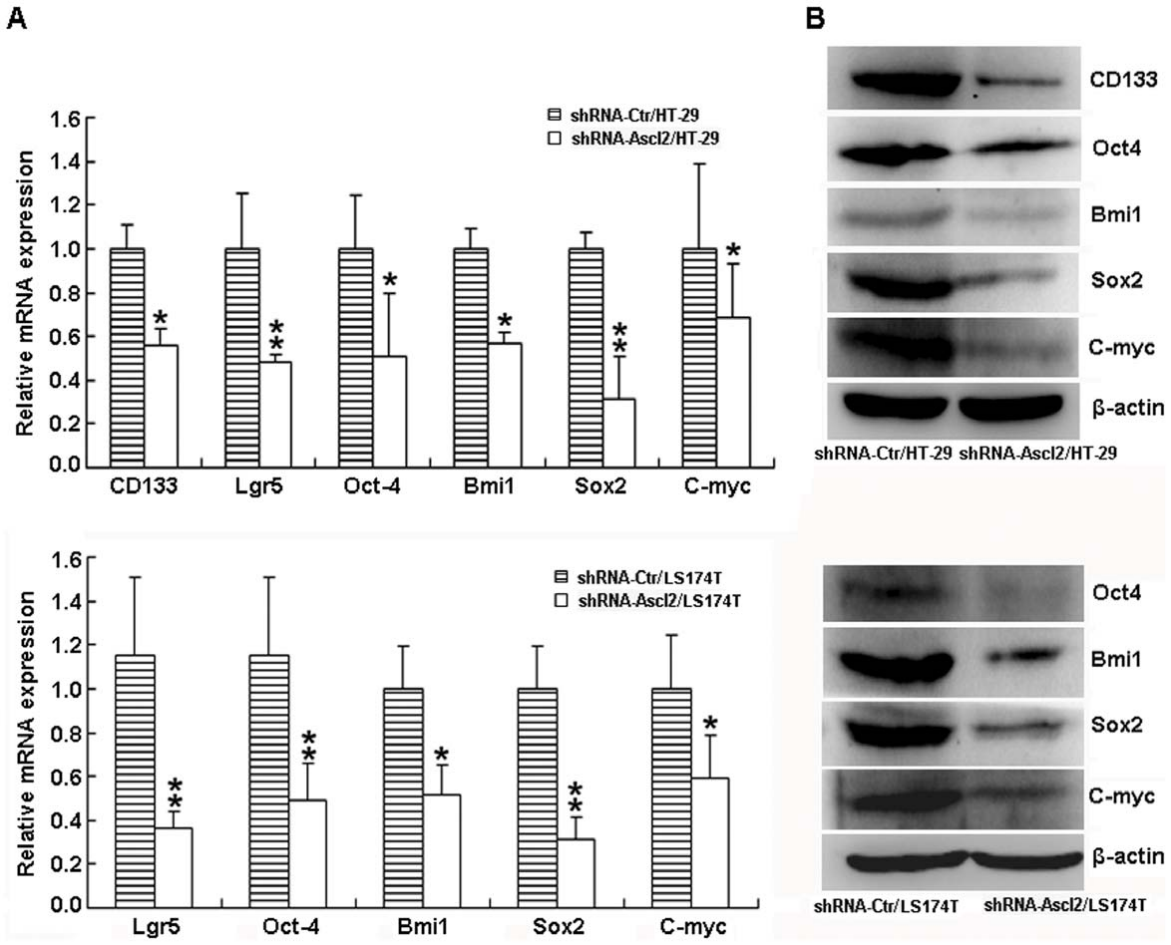
The expression level of ‘stemness’ associated genes are reduced due to Ascl2 knockdown in vivo. The mRNA levels of CD133 (not performed in the tumor tissues developed from shRNA-Ascl2/LS174T and shRNA-Ctr/LS174T), Lgr5, Oct4, Bmi1, Sox2, and C-myc, analyzed by real-time PCR in the tumor tissues developed from shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells are lower than in the tumor tissues developed from shRNA-Ctr/HT-29 and shRNA-Ctr/LS174T cells (*: p<0.05; **: p<0.01) (A). The protein levels of CD133 (not performed in the tumor tissues developed from shRNA-Ascl2/LS174T and shRNA-Ctr/LS174T), Oct4, Bmi1, Sox2, and C-myc, analyzed by western blot analysis in the tumor tissues developed from shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells are significantly lower than in the tumor tissues developed from shRNA-Ctr/HT-29 and shRNA-Ctr/LS174T cells (B).

### Knockdown of Ascl2 negatively regulated tumorsphere formation

To examine the self-renewal potential of HT-29 cells with or without Ascl2 knockdown, we undertook tumorsphere formation culture of shRNA-Ascl2/HT-29, shRNA-Ctr/HT-29 and untransfected HT-29 cells in a special ultra-low attachment culture plate with conditional medium for tumorsphere formation (LS174T cells and its transfectants were not used for further experiments due to the failure of tumorsphere formation when using LS174T cells). HT-29 cells were not sorted for CD133 positivity prior to plating, for the following two reasons: first, more than 54.7% of the HT-29 cells are CD133^+^, second, Ascl2 knockdown in HT-29 cells led to a significant reduction in the percentage of CD133^+^ HT-29 cells. Thus, 7–10 days later, plates were analyzed for tumorsphere formation and were quantified using an inverted microscope. As shown in Figure 7, the significantly fewer and smaller tumorspheres were observed from shRNA-Ascl2/HT-29 cells than those from HT-29 cells and shRNA-Ctr/HT-29 cells (p<0.05, Figure 7A and 7B). The number of cells per tumorsphere from shRNA-Ascl2/HT-29 cells was significantly less than that from shRNA-Ctr/HT-29 cells and non-transfected HT-29 cells (p<0.05, Figure 7C).

**Figure 7:**
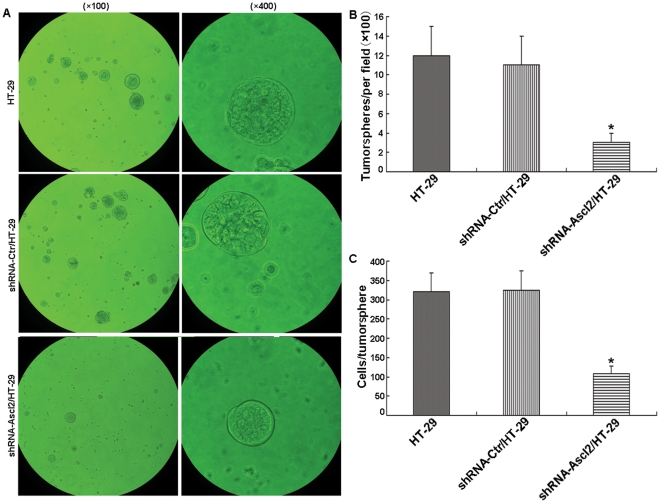
Knockdown of Ascl2 leads to the inhibition of the tumorsphere formation. 1000 cells of shRNA-Ascl2/HT-29, shRNA-Ctr/HT-29 and non-transfected HT-29 cells are plated for tumorsphere formation as described in Materials and methods and quantified at 100× and 400× magnifications (A). The number of tumorspheres from shRNA-Ascl2/HT-29 cells is significantly less than that from shRNA-Ctr/HT-29 and non-transfected HT-29 cells (*: p<0.05) (B). The number of cells per tumorsphere from shRNA-Ascl2/HT-29 cells is significantly less than that from shRNA-Ctr/HT-29 cells and non-transfected HT-29 cells (*: p<0.05) (C).

### Transfection of miR-302b mimic in shRNA-Ascl2/HT-29 cells led to the recovery of the tumorsphere formation and expression of ‘stemness’ markers

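miRNA levels were measured with 4 miRNA arrays of 1 design (Exiqon), 1 for each stable transfectant: shRNA-Ascl2/HT-29, shRNA-Ctr/HT-29, shRNA-Ascl2/LS174T and shRNA-Ctr/LS174T. HT-29 and LS174T are established lines of human colonic adenocarcinoma. The control vector had no insert, so each ratio also sets cells with an shRNA insert against cells without one. The arrays carried 1 label each, and a ratio sets 1 array of shRNA-Ascl2 cells against 1 array of shRNA-Ctr cells of the same line. With 1 array per condition there was no replicate, so no p was computed for a miRNA or a list within a cell line, and each SD given with an intensity is over the 4 spots of a miRNA on 1 array and covers technical spread only. The authors extracted the foreground and background intensity of each of 12312 spots per array with GenePix Pro. From these values, the background was subtracted, the 4 spots of a capture probe were averaged, and each array was divided by its median over the miRNA probes above 50 on both arrays of the line (544 probes in HT-29 and 507 in LS174T). Scaled intensities were multiplied by the geometric mean of the 2 medians, which leaves ratios as they are. A miRNA was called up-regulated at a ratio of 2 or more and down-regulated at 0.5 or less where the brighter array was above 50. Of 1276 human miRNA probes, 529 were above 50 on the shRNA-Ascl2/HT-29 array, 549 on shRNA-Ctr/HT-29, 533 on shRNA-Ascl2/LS174T and 549 on shRNA-Ctr/LS174T. The median background was 65, 50, 52 and 64 on these arrays, in the same order. The number of arrays limits the precision. Each miRNA has 2 spots in blocks 1 to 18 and 2 in blocks 19 to 36 of the array. Landmark spike-in controls, whose spots lie in every block, had 0.563 times as much signal in blocks 19 to 36 as in blocks 1 to 18 on the shRNA-Ascl2/HT-29 array and 1.27 times as much on the shRNA-Ctr/HT-29 array. The 2 values were 0.990 and 0.756 on the shRNA-Ascl2/LS174T and shRNA-Ctr/LS174T arrays. Ratios were therefore also taken from each of the 2 block ranges alone and after dividing each spot by the landmark signal of its block, steps chosen after the values had been seen.

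**Figure D1:**
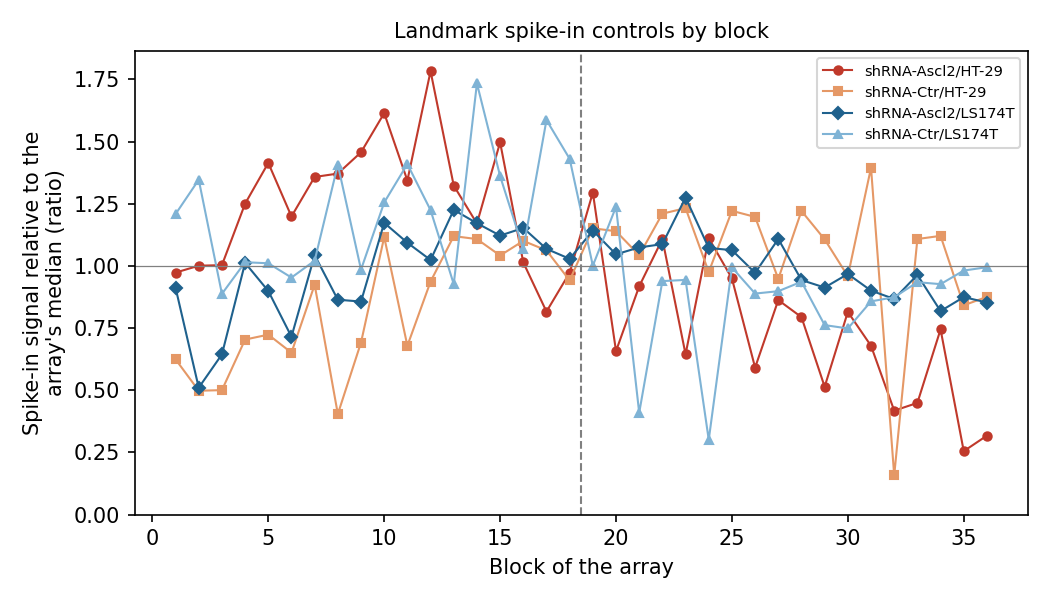
Signal of the landmark spike-in controls in each of the 36 blocks (horizontal axis), divided by the median of the array (vertical axis, a ratio), for the 4 arrays (colours). The dashed line parts blocks 1 to 18 from blocks 19 to 36, between which the signal ratio was 0.563 on the shRNA-Ascl2/HT-29 array and 1.27 on the shRNA-Ctr/HT-29 array.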

To determine the role of miRNAs during Ascl2-mediated regulation of CD133^+^ HT-29 cells and their ‘stemness’, the shRNA-Ctr/HT-29 and shRNA-Ascl2/HT-29 cells were analyzed using miRNA microarray studies. There were 84 differentially expressed miRNAs comprising 26 miRNAs that were 2.0 fold up-regulated and 58 miRNAs that were 2.0 fold down-regulated in shRNA-Ascl2/HT-29 cells compared with shRNA-Ctr/HT-29 cells (Tables S4 and S5). 

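In shRNA-Ascl2/HT-29 cells, 29 miRNAs were at least 2-fold higher and 53 at least 2-fold lower than in shRNA-Ctr/HT-29 cells, of 627 miRNA probes above 50 on the brighter array. Human miRNAs make up 24 and 49 of them, and the others are viral. Among human miRNAs above 50 on both arrays, the largest rises were in miR-3195 (6.54-fold), miR-125b (3.47-fold), miR-455-3p (3.17-fold) and miR-1973 (3.00-fold). The largest falls were in miR-135b, which targets the tumor suppressor APC, from 1216 ± 184 to 162 ± 124 (SD over 4 spots; ratio 0.133), miR-620 (ratio 0.209), miR-1287 (ratio 0.212) and miR-378c (ratio 0.230). The order was another after the landmark correction, where miR-3195 was at 3.04-fold, below miR-125b (3.44-fold) and miR-1973 (3.32-fold), and miR-1287 (0.0880) lay below miR-135b (0.197), miR-378c (0.349) and miR-620 (0.385). Both miR-3195 and miR-1287 lie in blocks 14 and 32, and the landmark signal of block 32 was 0.157 on the shRNA-Ctr/HT-29 array. Their own spots on that array showed no such drop (miR-1287 377 and 359, miR-3195 93.5 and 84.5), so their corrected ratios may be overcorrected. miR-135b, miR-620 and miR-378c lie in blocks 18 and 36, where 10 of 32 tested probes were called down. The landmark signal of block 36 was 0.317 on the shRNA-Ascl2/HT-29 array and 0.876 on shRNA-Ctr/HT-29. Each of these miRNAs was still called down in each block range alone and after the correction. Of 17 lists of related miRNAs, 4 had a median outside the central 95% of 10000 random lists matched on intensity. In the miR-378 family 4 of 5 measured members fell, with a median log2 ratio of -1.38 at percentile 0.04. miR-378c was called in each block range alone and after the landmark correction, while miR-378 (ratio 0.363) was at 0.522 in blocks 1 to 18 and 0.663 after the correction, not called in either, and miR-378* was called on a signal of 56.2 in shRNA-Ctr/HT-29 cells against 17.0, below the limit, so that its ratio is not given. In the family of miR-130, miR-301 and miR-454 3 of 4 fell, namely miR-301a (ratio 0.371), miR-454 (ratio 0.425) and miR-301b (ratio 0.487), with a median of -1.14 at percentile 0.12, but none of the 3 was past the threshold in blocks 1 to 18 alone (ratios 0.514 to 0.554), and miR-301a and miR-454 were not after the landmark correction (0.621 and 0.570). In the miR-17 family and its clusters, which drive proliferation, 3 of 11 fell, namely miR-17, miR-20a and miR-106a (ratio 0.482), none rose and 8 were not called, with a median of -0.44 at percentile 0.96 that was -0.054 at percentile 28.0 after the landmark correction. In the miR-99/100 and miR-125 families 2 of 3 rose, with a median of 1.05 at percentile 99.97, but miR-99b, at 2.07-fold, was at 37.3-fold in blocks 1 to 18 and at a ratio of 0.540 in blocks 19 to 36, where the median of the list was 0.015. These 4 lists share members with Tables S4 and S5, whose values were known when the lists were set, so they are not independent of them. None of the 9 members of the let-7 family was called (median -0.19, percentile 21.0), nor any of the 5 of the miR-200 family, epithelial miRNAs (median -0.19, percentile 29.3), nor either measured member of miR-192, miR-194 and miR-215 of the colonic epithelium (median -0.10, percentile 51.7). The miRNAs of stroma, endothelium and blood had a median of 0.50 at percentile 96.1, with 0 of 5 called. The brightest miRNAs on both arrays, miR-200a, miR-1260b, miR-720, miR-200b and miR-141, had ratios of 0.764 to 1.15. Of these, miR-141 was at 0.967 in blocks 1 to 18 but at 0.393, past the threshold, in blocks 19 to 36. A spot of miR-720 on the shRNA-Ctr/HT-29 array reached 65386, near the top of the scanner's range. Of the 82 calls, 39 (47.6%, 95% Wilson interval 37.1 to 58.2) were called the same way in blocks 1 to 18 and in blocks 19 to 36 taken alone, and blocks 1 to 18 alone gave 53 up and 49 down. The split also moved to 6 up and 21 down under normexp with an offset of 50, and to 20 up and 63 down without scaling. It turned to 67 up and 49 down with the landmark correction and to 49 up and 42 down with scaling by the medians of the spike-in controls, but was 22 up and 57 down with scaling by the median of their ratios.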

The data of the microarray analysis has been deposited in GEO DataSets (The GEO accession number: GSE34926). 

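Of the 6 miRNAs marked in bold in Tables S4 and S5, miR-125b, miR-124, miR-302b*, miR-20a and miR-17 were past 2-fold in shRNA-Ascl2/HT-29 cells, and let-7b* was at 1.997-fold. miR-124, a miRNA of neurons, rose from 349 ± 146 to 925 ± 185 (SD over 4 spots), a ratio of 2.65 that was 2.26 in blocks 1 to 18 and 2.95 in blocks 19 to 36. miR-125b, a homologue of lin-4, rose from 64.3 ± 37.2 to 223 ± 46.6, and its ratio of 3.47 was 3.08 in blocks 19 to 36, while in blocks 1 to 18, where it was also called, the shRNA-Ctr/HT-29 signal was below 50. let-7b*, the passenger strand of let-7b, went from 95.8 ± 44.7 to 191 ± 48.6, just under the threshold. let-7b itself, a bright miRNA, measured 15664 ± 4991 in shRNA-Ctr/HT-29 and 14359.5 ± 1604 in shRNA-Ascl2/HT-29 cells, a ratio of 0.917 that is within the spot spread. miR-17 and miR-20a, products of the miR-17-92 cluster, fell to ratios of 0.489 and 0.487. miR-17 went from 7319 ± 1039.8 to 3576 ± 1934, and miR-20a from 14735 ± 2396 to 7169 ± 5887. Both falls were larger in blocks 19 to 36 (ratios 0.336 and 0.187) than in blocks 1 to 18 (0.539 and 0.615, not past the threshold), and after the landmark correction the ratios were 0.818 and 0.645. miR-302b*, the other arm of the precursor of miR-302b, fell from 154 ± 35.6 to 26.9 ± 10.2, below the limit of 50, which makes it at least 3.09-fold lower with that value raised to 50; the measured ratio was 0.174, and it was called in each block range. The log2 of the measured ratio, -2.52, was -0.97 under normexp, not past the threshold. The probe for miR-302b, a miRNA of embryonic stem cells, was at background on both HT-29 arrays, with a mean signal of 2.75 in shRNA-Ctr/HT-29 and of -3 in shRNA-Ascl2/HT-29 cells after background subtraction, so no ratio is given. Of the 6 measured members of the clusters of miR-302, miR-367 and miR-371 to miR-373, miR-302b* alone was called, and the median log2 ratio was -0.019 (percentile 42.1 among random lists). The paper then took let-7b, miR-124, miR-125b, miR-17, miR-20a and miR-302b, as miRNAs of stemness regulation, into qPCR.

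**Figure D2:**
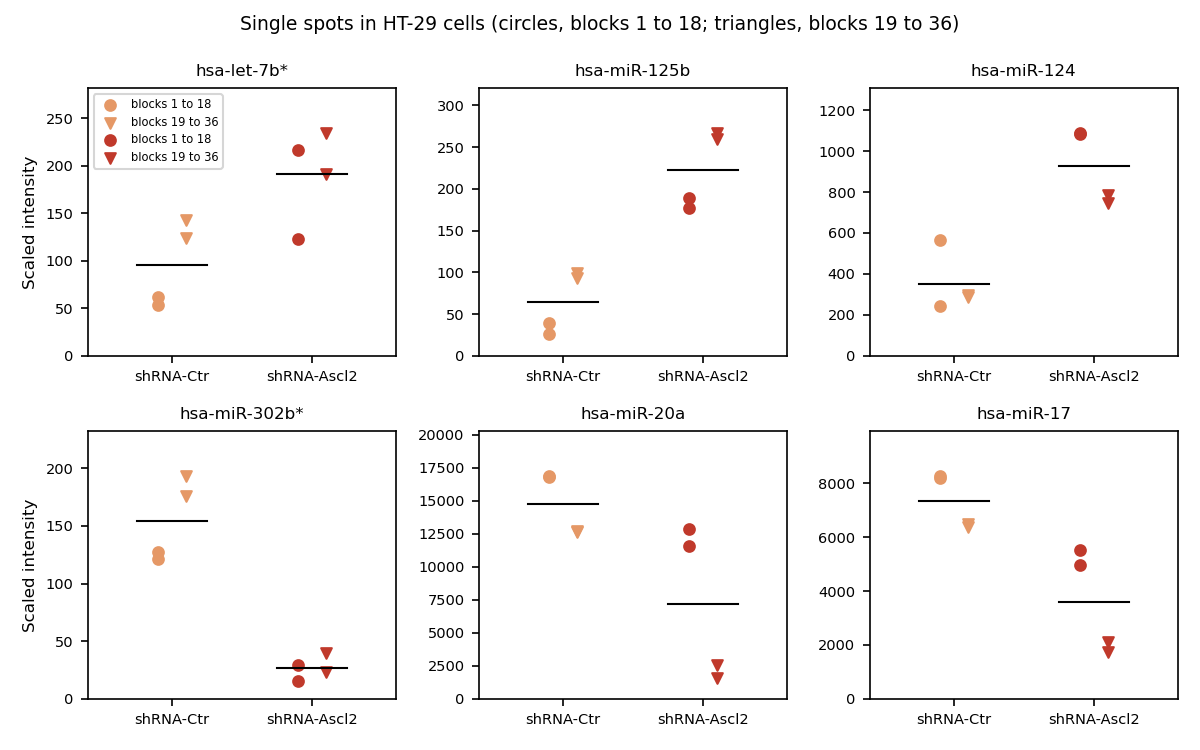
Scaled intensity (vertical axis, linear, from 0) of each spot of the 6 miRNAs marked in bold in Tables S4 and S5, in shRNA-Ctr/HT-29 and shRNA-Ascl2/HT-29 cells. Circles are spots of blocks 1 to 18, triangles are spots of blocks 19 to 36 and black lines are the means of the 4 spots; the triangles of miR-20a and miR-17 in shRNA-Ascl2/HT-29 cells lie below the circles.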

Notably, Expression levels of the up-regulated let-7b, miRNA-124 and miRNA-125b, and the downregulated miRNA-17, miRNA-20a and miRNA-302b, involved in the regulation of ‘stemness’, were quantified with qPCR, which confirmed their identities (Figure 8A).

**Figure 8:**
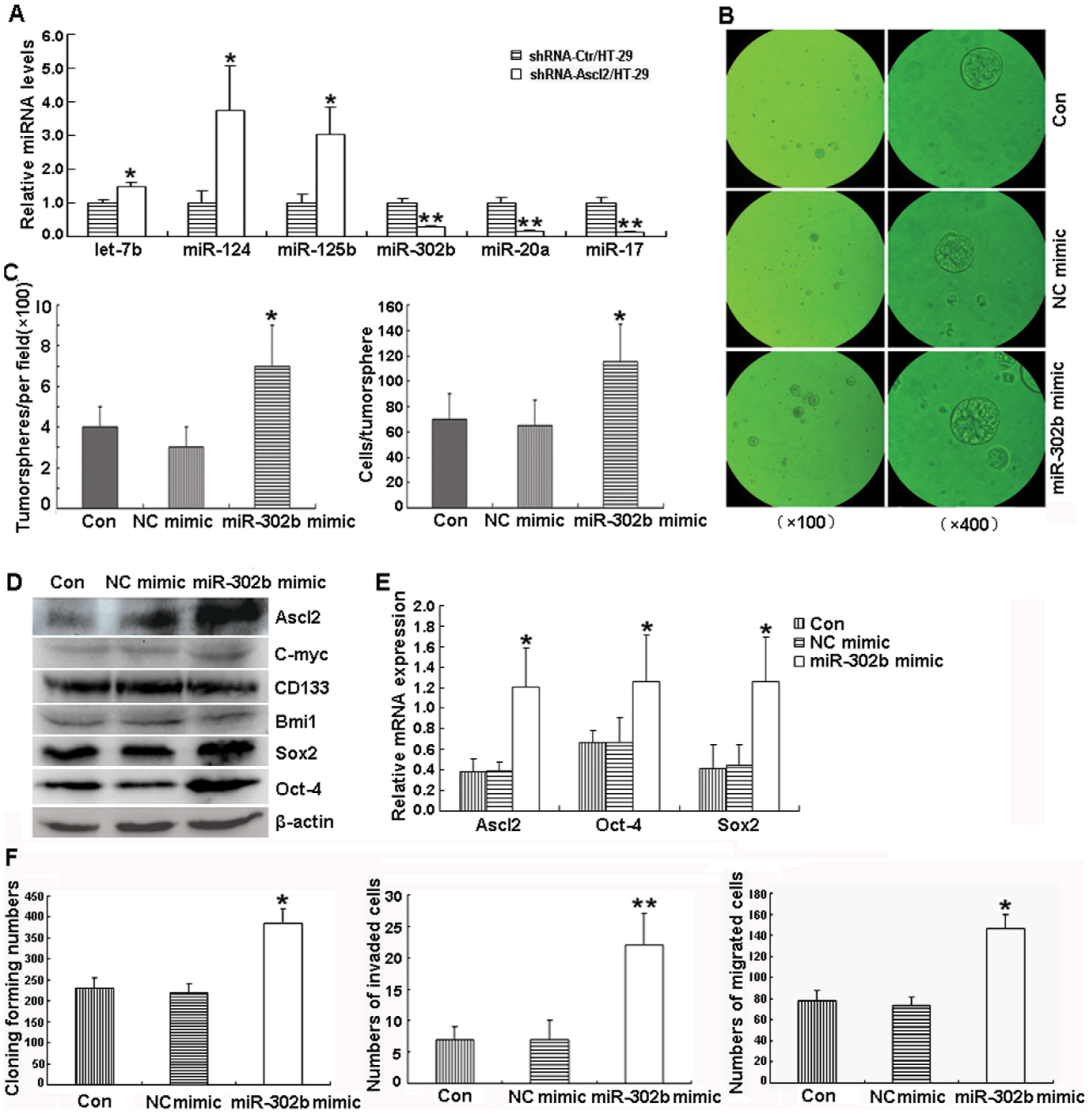
Transfection of miR-302b mimic in shRNA-Ascl2/HT-29 cells restores their ‘stemness’ characteristics and recovers their cellular behaviors in vitro. The let-7b, miRNA-124 miRNA-125b are significantly up-regulated, the miRNA-302b, miRNA-20a and miRNA-17 are significantly down-regulated, in shRNA-Ascl2/HT-29 cells compared with shRNA-Ctr/HT-29 cells (*: p<0.05;**: p<0.01) (A). The native shRNA-Ascl2/HT-29 cells, shRNA-Ascl2/HT-29 cells transfected with NC mimic and shRNA-Ascl2/HT-29 cells transfected with miR-302b mimic were analyzed for tumorsphere formation and were quantified at 100× (left panel of B) and 400× (right panel of B) magnifications. The number of tumorspheres and cells per tumorsphere from shRNA-Ascl2/HT-29 cells transfected with miR-302b mimic were significantly higher than those from shRNA-Ascl2/HT-29 and shRNA-Ascl2/HT-29 cells transfected with NC mimic (*: p<0.05) (C). Western blot analysis of Ascl2, C-myc, CD133, Bmi1, Sox2 and Oct4 in the cell lysates indicate that Ascl2, Sox2 and Oct4 protein levels are induced due to miR-302b mimic transfection in shRNA-Ascl2/HT-29 cells compared with shRNA-Ascl2/HT-29 and shRNA-Ascl2/HT-29 cells transfected with NC mimic (D). The real time PCR experiments for quantification of Ascl2, Oct4 and Sox2 mRNAs demonstrate a significant increase due to miR-302b mimic transfection of shRNA-Ascl2/HT-29 cells (*: p<0.05) (E). The colony-forming ability, the numbers of invaded cells and migrated cells of shRNA-Ascl2/HT-29 cells transfected with miR-302b mimic were significantly increased comparing with control (*: p<0.05) (F).

To explore the mechanism of let-7b, miRNA-124, miRNA-125b, miRNA-17, miRNA-20a and miRNA-302b in the regulation of tumorsphere formation of the shRNA-Ascl2/HT-29 cells, miRNA inhibitors or mimics were transfected into shRNA-Ascl2/HT-29 cells. No significant difference in tumorsphere formation was observed after transfection with the let-7b, miR-124 and miR-125b inhibitors as well as the miR-17 and miR-20a mimics in shRNA-Ascl2/HT-29 cells (data not shown). However, the transfection of the miR-302b mimic into shRNA-Ascl2/HT-29 cells produced results.

The tumorspheres from shRNA-Ascl2/HT-29 cells and shRNA-Ascl2/HT-29 cells transfected with negative control mimic (NC mimic) were significantly fewer and smaller than shRNA-Ascl2/HT-29 cells transfected with miR-302b mimic (Figure 8B). The number of tumorspheres and cells per tumorsphere from shRNA-Ascl2/HT-29 cells transfected with miR-302b mimic were significantly higher than those from shRNA-Ascl2/HT-29 and shRNA-Ascl2/HT-29 cells transfected with NC mimic (Figure 8C). Ascl2, Oct4 and Sox2 protein and mRNA levels were induced following miR-302b mimic transfection in shRNA-Ascl2/HT-29 cells compared with shRNA-Ascl2/HT-29 and shRNA-Ascl2/HT-29 cells transfected with NC mimic (Figure 8D and 8E). The results indicate that miR-302b is an important miRNA related to the inhibition of cancer progenitor cells caused by Ascl2 selective blockade in HT-29 cells, which led to tumor growth arrest in vivo and in vitro.

### Transfection of miR-302b mimic in shRNA-Ascl2/HT-29 cells led to the increase of colony-forming ability, invasion and migration in vitro

As shown in Figure 8F, the colony-forming numbers, invaded cells through the Matrigel-coated filter and migrated cells from the wounded edge of shRNA-Ascl2/HT-29 cells transfected with miR-302b mimic were significantly more than shRNA-Ascl2/HT-29 cells transfected with NC mimic and non-transfected shRNA-Ascl2/HT-29 cells. It is possible that miR-302b is an important miRNA related to the inhibition of cellular behaviors of shRNA-Ascl2/HT-29 cells in vitro. Thus, we concluded that Ascl2 knockdown results in tumor growth arrest by miRNA-302b-related inhibition of colon cancer progenitor cells.

## Discussion

CD133 is regarded as a currently acceptable marker for the isolation and identification of the CSCs in both primary colon cancer and colon cancer cell lines [4], [29]. CD133 was chosen as marker of CSCs primarily due to its robust, heterogeneous expression by FACS, which enables the sorting of CD133^+^ and CD133^−^ populations, providing an ability for comparison with the additional CSC identification cell surface markers [8]. Due to the limitations of high heterogeneity and variability of primary CSCs isolated from patients, human cancer cell lines provide a new and stable genetic tumor material for the study of the fundamental features of CSCs. Therefore, the human colonic adenocarcinoma cell line HT-29 (47.5–95% of CD133^+^ population) was chosen as a model for this study and comparing with human colonic adenocarcinoma cell line LS174T (0.45% of CD133^+^ population).

CSCs are a subpopulation of tumor cells that possess the stem cell properties of self-renewal and differentiation. Stem cells may be the target cells responsible for malignant transformation, and tumor formation may be a disorder of the stem cell self-renewal pathway. The CSC theory clarifies the issues of tumor initiation, development, metastasis and relapse, as well as the ineffectiveness of conventional cancer therapies. Treatments directed against the bulk of cancer cells may produce striking responses but are unlikely to result in long-term remissions if the rare CSCs are not targeted. Therefore, targeting CSCs is an attractive and novel therapeutic approach.

Ascl2 is a transcription factor responsible for the differentiation of the trophoblast lineage in normal placenta [30]. Van der Flier et al. first identified Ascl2 as specifically expressed in the Lgr5 positive stem cells in the crypt base and that Ascl2 controls the fate of these cells, and conditional loss of expression resulted in the precise elimination of this cell population in mice, identifying an essential role for Ascl2 in intestinal stem cell maintenance, conversely, ectopic expression of Ascl2 throughout the mouse intestinal epithelia induced crypt hyperplasia and ectopic crypt formation suggesting that Ascl2 drives a neoplastic phenotype [11]. Additionally, in vitro data suggest that decreased expression of Ascl2 in HT-29 cells via Ascl2 interference results in arrest at the G2/M cell cycle checkpoint [10]. To our knowledge, our study is the only publication to date that demonstrates that the selective blockade of Ascl2 expression in HT-29 and LS174T cells results in tumor growth arrest both in vitro and in vivo, possibly through a miRNA-302b-related inhibition of colon cancer progenitor cells.

Ascl2 expression in CD133^+^ HT-29 cells was significantly higher than in CD133^−^ HT-29 cells. shRNA interference of Ascl2 expression in HT-29 cells decreases cellular proliferation, invasion, and migration ability in vitro and tumorigenic potential in vivo compared with control cells. Ascl2 blockade in HT-29 cells led to the significant reduction of CD133^+^ cells compared with control (26.2% verse 54.7%). Furthermore, expression levels of “stemness” associated genes, such as CD133, Lgr5, Oct4, Bmi1, Sox2, and C-myc were significantly decreased in shRNA-Ascl2/HT-29 and shRNA-Ascl2/LS174T cells compared with control (CD133 was not performed in shRNA-Ascl2/LS174T cells). Furthermore, Ascl2 selective blockade led to significant inhibition of tumorsphere formation in shRNA-Ascl2/HT-29 cells compared with shRNA-Ctr/HT-29 cells. Thus, our results demonstrate that Ascl2 participated in stemness maintenance of cancer progenitor cells and that Ascl2 interference led to HT-29 cells tumor growth arrest in vitro and in vivo through suppression of the stemness of colon cancer progenitor cells present in the repertoire of HT-29 cells. These results suggest that Ascl2 is a valuable candidate to target the cancer progenitor cells within colon cancers.

Several studies have demonstrated the significance of miRNAs in stem cell self-renewal and differentiation. Recently, miRNAs were shown to contribute to the regulation of stemness of human CSCs [26]–[28]. miR-200c provides a molecular link connecting normal stem cells with breast CSCs [31], whereas miR-451 inhibits tumor growth of glioblastoma stem cells [19]. These studies demonstrate that miRNAs have crucial regulatory functions in various CSCs. miRNAs generally affect downstream molecules by regulating the expression of target genes. Estimates suggest that ∼1–4% of genes in the human genome encode miRNAs, whereas a single miRNA can regulate as many as 200 mRNAs. The expression of miRNAs can be activated and repressed by transcription factors (TFs), which can serve as upstream regulators of miRNAs [32]. However, the study of miRNA regulation by TFs has been relatively limited. For example, p53 induces expression of miR-34a, which in turn suppresses of SIRT1 and thus increases p53 activity [33]. Therefore, TF-miRNA regulation is an important aspect in the study of miRNAs/TFs interactions and has been recently attracting the interest of researchers. Previously, the mechanism of participation of Ascl2 in stemness maintenance of colon CSCs through regulating miRNA was unknown. In this study, we performed miRNA arrays to examine the miRNA expression profiles of shRNA-Ctr/HT-29 cells and shRNA-Ascl2/HT-29 cells to determine potential players in the maintenance “stemness” by Ascl2. As a result, the microarray identified 84 differentially expressed miRNAs in shRNA-Ascl2/HT-29 cells compared with shRNA-Ctr/HT-29 cells. Interestingly, let-7b, miRNA-124, miRNA-125b were significantly up-regulated, whereas, miRNA-17, miRNA-20a, and miRNA-302b were significantly down-regulated. These miRNAs are involved in the stemness maintenance of stem cells [28], [34]–[37].

The let-7b, miR-124, miR-125b inhibitors and miR-17, miR-20a mimics did not affect the self-renewal of shRNA-Ascl2/HT-29 cells based on tumorsphere-formation assays, whereas miR-302b mimic restored the tumorsphere formation and cell ‘stemness’. Interestingly, Ascl2 levels, including mRNA and protein, were significantly increased when using miR-302b mimic in shRNA-Ascl2/HT-29 cells with significantly reduced Ascl2 expression due to Ascl2 interference. Based on this observation, we propose a positive feedback loop where Ascl2 inhibits expression of miR-302b, which increases Ascl2 levels. Presently we did not have the data whether Ascl2 influences miR-302b expression in a direct or non-direct effect, a further experiment is needed to explore how Ascl2 regulates miR-302b gene expression, most probably through transricptinal mechanism.

## Supporting Information

Table S1 **The primary antibodies used in the experiment.**
(DOC)

Table S2 **The primer sequences used in the real-time PCR experiment.**
(DOC)

Table S3 **The primer sequences used in the microRNA qPCR.**
(DOC)

Table S4 **2.0 fold upregulated miRNAs of shRNA-Ascl2/HT-29 cells versus shRNA-Ctr/HT-29 cells.**
(DOC)

Table S5 **2.0 fold downregulated miRNAs of shRNA-Ascl2/HT-29 cells versus shRNA-Ctr/HT-29 cells.**
(DOC)

# Supplementary material for: Ascl2 Knockdown Results in Tumor Growth Arrest by miRNA-302b-Related Inhibition of Colon Cancer Progenitor Cells
**Source:** PLoS One. 2012 Feb 23;7(2):e32170. doi: 10.1371/journal.pone.0032170
**Supplement:** Table S1 — The primary antibodies used in the experiment.

**Table S1 The primary antibodies** used in the experiment

| Primary antibody | Protein molecular weight | Companies purchased from | Dilution |
| --- | --- | --- | --- |
| Mouse monoclonal antibody to Ascl2 | 20 kDa | Millipore (MAB4417) | WB: 1:1000  IHC: 1:100 |
| Mouse monoclonal antibody to Bmi1 | 37 kDa | Abcam (ab14389) | WB: 1:1000 |
| Rabbit polyclonal antibody to Oct-4 | 45 kDa | [Cell Signaling Technology](http://www.cellsignal.com/) (#2750) | WB: 1:100 |
| Rabbit polyclonal antibody to CD133 | 110 kDa | Abcam (ab19898) | WB: 1:1000  IHC: 1:200 |
| Rabbit polyclonal antibody to Sox2 | 34 kDa | Chemicon (AB5603) | WB: 1:1000 |
| Mouse monoclonal antibody to Myc | 62 kDa | [Beyotime Institute of Biotechnology](http://www.google.com.hk/url?sa=t&source=web&cd=1&ved=0CCIQFjAA&url=http%3A%2F%2Fwww.beyotime.com%2F&ei=HdaFTYy9HovIuAO0hKC9CA&usg=AFQjCNE9yY2YEGhkVrRcrIEcjjp6S-ch5g) (AM926) | WB: 1:1000 |
| Mouse monoclonal antibody to Actin | 1. 42 kDa | [Beyotime Institute of Biotechnology](http://www.google.com.hk/url?sa=t&source=web&cd=1&ved=0CCIQFjAA&url=http%3A%2F%2Fwww.beyotime.com%2F&ei=HdaFTYy9HovIuAO0hKC9CA&usg=AFQjCNE9yY2YEGhkVrRcrIEcjjp6S-ch5g) (AA128) | WB: 1:1000 |

# Supplementary material for: Ascl2 Knockdown Results in Tumor Growth Arrest by miRNA-302b-Related Inhibition of Colon Cancer Progenitor Cells
**Source:** PLoS One. 2012 Feb 23;7(2):e32170. doi: 10.1371/journal.pone.0032170
**Supplement:** Table S2 — The primer sequences used in the real-time PCR experiment.

**Table S2 The primer sequences used** in the real-time PCR experiment

| Gene names | Forward | Reverse |
| --- | --- | --- |
| Ascl2  Lgr5  Sox2  Bmi1  CD133  Oct4  C-myc  β-catenin  β-actin | 5’-CGTGAAGCTGGTGAACTTGG-3’  5’-GGTGACAACAGCAGTATGGACGA-3’  5’-TGAGCGCCCTGCAGTACAA-3’  5’-GAGGGTACTTCATTGATGCCACAAC-3’  5’-AGTGGCATCGTGCAAACCTG-3’  5’-CTGGAGAAGGAGAAGCTGGA-3’  5’-GTCTCCACACATCAGCACAACT-3’  5’-AGTTGAGCACCTGTTTGCCTGA-3’  5’-TGGCACCCAGCACAATGAA-3’ | 5’-GGATGTACTCCACGGCTGAG-3’  5’-GAAGGTGAACACTGCACTGAATGAA-3’  5’-GCTGCGAGTAGGACATGCTGTAG-3’  5’-GCTGGTCTCCAGGTAACGAACAATA-3’  5’-CTCCGAATCCATTCGACGATAGTA-3’  5’-CAAATTGCTCGAGTTCTTTCTG-3’  5’-GTTCGCCTCTTGACATTCTCCT-3’  5’-ATGAGCAGCACTCGGACCTTC-3’  5’-CTAAGTCATAGTCCGCCTAGAAGCA-3’ |

# Supplementary material for: Ascl2 Knockdown Results in Tumor Growth Arrest by miRNA-302b-Related Inhibition of Colon Cancer Progenitor Cells
**Source:** PLoS One. 2012 Feb 23;7(2):e32170. doi: 10.1371/journal.pone.0032170
**Supplement:** Table S3 — The primer sequences used in the microRNA qPCR.

**Table S3 The primer sequences used in the microRNA qPCR**

| Gene names | Primer paires | Annealing temperatures (℃) | Product length (bps) |
| --- | --- | --- | --- |
| U6 | F: 5’-GCTTCGGCAGCACATATACTAAAAT-3’  R: 5’-CGCTTCACGAATTTGCGTGTCAT-3’ | 60 | 89 |
| hsa-miR-124 | F: 5'-GGTAAGGCACGCGGT-3’  R: 5'-CAGTGCGTGTCGTGGAGT-3' | 60 | 62 |
| hsa-miR-125b | F: 5’-GCTCCCTGAGACCCTAAC-3’  R: 5'-CAGTGCGTGTCGTGGAGT-3' | 60 | 66 |
| hsa-miR-302b | F: 5'-GGGTAAGTGCTTCCATGTTT-3'  R: 5'-CAGTGCGTGTCGTGGAGT-3' | 60 | 66 |
| hsa-miR-20a | F: 5'-GGGTAAAGTGCTTATAGTGC-3'  R: 5'-TGCGTGTCGTGGAGTC-3' | 60 | 63 |
| hsa-miR-17 | F: 5'-GGGCAAAGTGCTTACAGTG-3'  R: 5'-CAGTGCGTGTCGTGGAGT-3' | 60 | 66 |
| hsa-let-7b | F: 5'-GGGGTGAGGTAGTAGGTTG-3'  R: 5'-TGCGTGTCGTGGAGTC-3' | 60 | 63 |

F: forward primers, R: reverse primers.

# Supplementary material for: Ascl2 Knockdown Results in Tumor Growth Arrest by miRNA-302b-Related Inhibition of Colon Cancer Progenitor Cells
**Source:** PLoS One. 2012 Feb 23;7(2):e32170. doi: 10.1371/journal.pone.0032170
**Supplement:** Table S4 — 2.0 fold upregulated miRNAs of shRNA-Ascl2/HT-29 cells versus shRNA-Ctr/HT-29 cells.

**Table S4 2.0 fold upregulated miRNAs of shRNA-Ascl2/HT-29 cells versus shRNA-Ctr/HT-29 cells**

| ID | Name | FoldChange | ForeGround | | ForeGround-BackGround | | Normalized | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| shRNA-Ascl2/ shRNA-Ctr | shRNA-Ctr | shRNA-Ascl2 | shRNA-Ctr | shRNA-Ascl2 | shRNA-Ctr | shRNA-Ascl2 |
| 42769 | **Has-let-7b*** | 2.1058201 | 158.5 | 265 | 97.5 | 195 | 0.2449749 | 0.515873 |
| 30787 | **Has-miR-125b** | 3.2731769 | 113.5 | 280 | 69 | 214.5 | 0.1733668 | 0.5674603 |
| 42965 | Has-miR-424 | 2.2142079 | 83 | 140 | 34 | 71.5 | 0.0854271 | 0.1891534 |
| 146091 | Has-miR-1914 | 2.0367768 | 76.5 | 117.5 | 30.5 | 59 | 0.0766332 | 0.1560847 |
| 10943 | Has-miR-136 | 2.8007407 | 75 | 135.5 | 25 | 66.5 | 0.0628141 | 0.1759259 |
| 42773 | ebv-miR-BART17-3p | 2.4129189 | 94.5 | 171 | 48 | 110 | 0.120603 | 0.2910053 |
| 146165 | Has-miR-1973 | 3.0554543 | 682.5 | 1886 | 627 | 1819.5 | 1.5753769 | 4.8134921 |
| 148384 | Has-miR-3648 | 3.0222418 | 88 | 152.5 | 27 | 77.5 | 0.0678392 | 0.2050265 |
| 46259 | Has-miR-885-5p | 2.0612525 | 138 | 247 | 94.5 | 185 | 0.2374372 | 0.489418 |
| 147804 | Hsv1-miR-H17 | 2.1246221 | 73.5 | 117 | 28 | 56.5 | 0.0703518 | 0.1494709 |
| 147800 | Has-miR-2355-5p | 2.518726 | 71.5 | 122.5 | 25.5 | 61 | 0.0640704 | 0.1613757 |
| 148228 | Has-miR-3656 | 2.541507 | 89 | 169 | 43.5 | 105 | 0.1092965 | 0.2777778 |
| 147925 | Has-miR-3126-5p | 2.1706146 | 86 | 137 | 32.5 | 67 | 0.0816583 | 0.1772487 |
| 11184 | Has-miR-99b | 2.1254753 | 1628.5 | 3211.5 | 1553.5 | 3136 | 3.9032663 | 8.2962963 |
| 42654 | Has-miR-483-5p | 2.5219703 | 172 | 321.5 | 105 | 251.5 | 0.2638191 | 0.6653439 |
| 46567 | Has-miR-3176 | 2.8634017 | 123 | 184 | 41 | 111.5 | 0.1030151 | 0.2949735 |
| 28950 | Has-miR-455-3p | 3.0663696 | 357.5 | 975 | 313.5 | 913 | 0.7876884 | 2.4153439 |
| 14328 | **Has-miR-124** | 3.0777371 | 353.5 | 956 | 305.5 | 893 | 0.7675879 | 2.3624339 |
| 42823 | Has-miR-27b* | 2.9802708 | 76 | 148 | 29.5 | 83.5 | 0.0741206 | 0.2208995 |
| 145971 | Has-miR-611 | 2.1268783 | 70 | 110 | 25 | 50.5 | 0.0628141 | 0.1335979 |
| 147889 | Hsv1-miR-H14-3p | 5.3783784 | 173.5 | 631 | 111 | 567 | 0.2788945 | 1.5 |
| 148688 | Has-miR-765 | 2.0695129 | 98 | 123 | 29 | 57 | 0.0728643 | 0.1507937 |
| 148000 | Has-miR-3195 | 6.5201596 | 152 | 643 | 93.5 | 579 | 0.2349246 | 1.531746 |
| 146160 | Has-miR-133b | 2.0191099 | 135 | 220 | 85 | 163 | 0.2135678 | 0.4312169 |
| 17918 | Has-miR-222* | 2.5162766 | 86.5 | 134 | 29.5 | 70.5 | 0.0741206 | 0.1865079 |
| 42656 | kshv-miR-K12-10a | 2.090105 | 78 | 119.5 | 33.5 | 66.5 | 0.0841709 | 0.1759259 |

shRNA-Ascl2: shRNA-Ascl2/HT-29 cells; shRNA-Ctr: shRNA-Ctr/HT-29 cells; miRNAs marked as bold were selected for further experiments.

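Each entry of Table S4 is 1 capture probe, given with its median intensity over 4 spots before and after background subtraction, its intensity divided by the normalization factor of the array, and the ratio of the 2 normalized values. Of the 26 miRNAs in Table S4, 22 were also called up-regulated from the means of the spots, and the ratio was within 1.5-fold of the table's for 26. The 4 not called, let-7b*, miR-1914, miR-765 and miR-133b, have ratios of 2.02 to 2.11 in the table, which are the paper's values. Taken from each block range alone, 21 of the 26 were past the threshold in blocks 1 to 18, 15 in blocks 19 to 36 and 11 in both. Among these entries, for example, miR-483-5p was at 4.73-fold in blocks 1 to 18 and 1.50-fold in blocks 19 to 36. miR-424, of the miR-15/16 family, was called on a signal of 69.6 against 31.3, the latter below the limit, and was at 1.39-fold with values below 50 raised to 50. Its family member miR-195 was called down and was at least 2.25-fold lower on the same footing, but was not called after the landmark correction (ratio 0.586), and the family's median log2 ratio was -0.36 (percentile 6.95 among random lists).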

# Supplementary material for: Ascl2 Knockdown Results in Tumor Growth Arrest by miRNA-302b-Related Inhibition of Colon Cancer Progenitor Cells
**Source:** PLoS One. 2012 Feb 23;7(2):e32170. doi: 10.1371/journal.pone.0032170
**Supplement:** Table S5 — 2.0 fold downregulated miRNAs of shRNA-Ascl2/HT-29 cells versus shRNA-Ctr/HT-29 cells.

**Table S5 2.0 fold downregulated miRNAs of shRNA-Ascl2/HT-29 cells versus shRNA-Ctr/HT-29 cells**

shRNA-Ascl2: shRNA-Ascl2/HT-29 cells; shRNA-Ctr: shRNA-Ctr/HT-29 cells; miRNAs marked as bold were selected for further experiments.

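Table S5 gives the same quantities for the down-regulated miRNAs. Of its 58 miRNAs, 47 were also called down-regulated from the means of the spots, and the ratio was within 1.5-fold of the table's for 57, the other one, miR-3650, having a signal at or below 0 in shRNA-Ascl2/HT-29 cells here. The 11 not called include miR-130b (ratio 0.533) and miR-30b (ratio 0.537). Taken from each block range alone, 29 of the 58 were past the threshold in blocks 1 to 18, 52 in blocks 19 to 36 and 25 in both. Of 72 tested probes with spots in blocks 17 and 18, and so also in blocks 35 and 36, 20 were called down-regulated (27.8%), against 33 of 555 elsewhere (5.95%). miR-505*, which was called in both block ranges, had ratios of 0.309 and 0.285 there. miR-301a had ratios of 0.529 in blocks 1 to 18 and 0.102 in blocks 19 to 36, and miR-365 of 0.479 and 0.167.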

How the deposited data were processed for this re-analysis (not part of the article)

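Total RNA of 4 stable transfectants was measured on Exiqon miRNA arrays of the 6th generation, 1 array each for shRNA-Ascl2 and shRNA-Ctr cells of HT-29 and LS174T. The paper's text reports the HT-29 arrays, and the LS174T arrays are used here for comparison. The authors scanned the arrays and read foreground and background with GenePix Pro 6.0. The scanner tables hold linear intensities, which can be below 0 after background subtraction. A second table of the authors holds the median of each probe's background-subtracted spots divided by 1 factor per array, and was blank where the median was 0 or below. Its factors (378, 398, 330.5 and 335) equal the medians over the 471 miRNA probes above 50 on all 4 arrays. The authors' lists of 2-fold changes hold their ratios, and 24 further columns of those lists were not used here.

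The array holds 2680 probe IDs. Of these, 1422 are named miRNA probes (1276 human and 146 viral), 66 of the human ones being the manufacturer's own sequences outside miRBase. There are 62 spike-in controls, 4 of which are landmark controls with 76 spots each, and 30 small RNA controls. The 1157 probe IDs without a name were not analysed as miRNAs. All 1422 miRNA probes but 1 have 4 spots. Per array, 5 to 10 spots were above 65000, near the top of the scanner's range. The median coefficient of variation over the spots of probes above 200 was 22.7% (shRNA-Ascl2/HT-29), 24.5% (shRNA-Ctr/HT-29), 12.8% (shRNA-Ascl2/LS174T) and 17.9% (shRNA-Ctr/LS174T).

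Signals are foreground minus background, and the mean of 4 spots was taken as the methods state that replicated miRNAs were averaged. Scaling factors were 275, 301, 300 and 291.5, in the order above. The paper's rule for the scaling set could also take in the unnamed probes; the named miRNA probes were settled on after it was seen that this set gives the authors' factors, and the wider set was run as an alternative. The limit of 50 on the brighter array is an assumption taken from Tables S4 and S5. A call whose dim side is at or below 0 carries a bound only, which applies to 5 falls in HT-29 and 8 rises in LS174T. Correlations, lists and the model used log2 of scaled intensities with values below 50 raised to 50.

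The 17 lists (115 miRNAs, all with a probe) cover miRNA families and clusters and markers of other cell types, and were fixed together with the naming rule and the alternatives before the data were examined, but after the values of Tables S4 and S5 had been read. A list's median was ranked among 10000 random lists of the same size matched on deciles of mean intensity (seed 20). Members of a family are related and can lie in the same blocks, as miR-17 and miR-106a do (blocks 18 and 36). They are thus not independent of each other, which the ranking does not allow for. Named miRNAs are those the paper names, the 8 largest rises and falls per line among called human probes above 50 on both arrays, the 5 brightest per array, those called in both lines above 50 on all 4 arrays, and examples of the lists. miR-3650, miR-1914, miR-765 and others not covered by this rule are named after their values were seen. The overlap between lines was set against the count under independence and 10000 shuffles within intensity deciles. A change common to both lines was tested with limma, with cell line as a block, which leaves 1 residual degree of freedom, at an adjusted p under 0.05 (Benjamini-Hochberg). Shares have 95% Wilson intervals, which treat probes as independent and cover no spread between samples.

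The alternatives fixed beforehand changed the scaling (quantile, none, the 75th percentile, the probes above 50 on all 4 arrays), the background (normexp with offset 50, none), the limit on intensity, the spot summary, the table of the authors, the probes and the fold threshold (1.5 and 3). Those added after the values were seen are single block ranges, the landmark correction, calls made in both block ranges, scaling by the spike-in controls (by the medians of those above 50 on all 4 arrays, called spike-in scaling, or, for the counts alone, by the median ratio of those above 50 on both arrays), the wider scaling set, and the rule that yields the authors' lists.

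The calling was tested on simulated data. With 200 of the 1422 probes changed and spot noise only, all 4-fold rises and 22 of 24 rises of 2.5-fold with enough expected intensity were recovered in HT-29 and 27 of 30 in LS174T, with 0 calls where nothing was changed. The simulation holds no position effect. The other 2 designs, drawn from brighter probes, were tried first, and with these the tests set for recovery were not met, so the simulation was altered and the calling was not. Simulated 4-fold rises in HT-29 were estimated at 3.74 when 11.4% of the scaling probes changed, at 3.48 when 29.2% of them changed (31 of 50 rises of 2.5-fold recovered) and at 5.21 when 34.3% of them changed, where unchanged probes were at 1.35 and 13 of 50 falls to 0.4 were recovered. The ratios of unchanged probes were thus shifted by the scaling in these designs, which differ in both the number and the brightness of the changed probes, so the share that changed is not shown to set the shift. In limma, 200 of 200 simulated 8-fold changes common to both lines were recovered among 571 probes, with 5 unchanged probes called. The simulated noise was a fixed value, smaller than the spread in the real fit, and each change was equal in both lines. This recovery therefore does not show what the fit could find on the real arrays.

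Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. No probe position on the genome is given, since the tables name no build. Immunohistochemistry, qPCR, Western blots, colony, invasion and tumorsphere assays, xenografts and mimics were not analysed here.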

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

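The tests of position on the array and of the LS174T arrays were chosen only after the results were seen. Those of the scaling in HT-29 and of dim probes were set before, with the paper's counts and Tables S4 and S5 already read.

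The split in HT-29 was 29 miRNAs up and 53 down, 64.6% down. On the shRNA-Ascl2/HT-29 array, the landmark spike-in signal in blocks 19 to 36 was 0.563 times that in blocks 1 to 18, a signal in controls the paper does not report. Blocks 1 to 18 alone gave 48.0% down (53 up and 49 down, Wilson interval 38.6 to 57.6) against 68.7% for blocks 19 to 36. The landmark correction gave 42.2% down (67 up and 49 down), an excess of rises. In both settings the share changed mainly through added rises, while falls stayed near 53. The correction also moved the median log2 ratio of the tested probes from 0.0080 to 0.14. Blocks 1 to 18 are not free of position effects: in block 8 the landmark signal was 1.37 on shRNA-Ascl2/HT-29 and 0.404 on shRNA-Ctr/HT-29. These settings do not show that position made the falls, for which it stays a candidate explanation. Scaling is another: the bound set beforehand was under 60% down, and quantile normalization gave 59.5% (48.5 to 69.6), an interval that spans the bound, while no scaling gave 75.9%, and of scalings chosen later the medians of the spike-in controls gave 46.2% (49 up and 42 down) and the median of their ratios 72.2% (22 up and 57 down). A biological excess of falls was not tested and stays open.

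Of the 82 calls in HT-29, 47.6% (37.1 to 58.2) were made in both block ranges, against 78.3% of the 364 in LS174T. Across probes, which are not independent replicates, the log2 ratios of the 2 block ranges had a Pearson r of 0.28 in HT-29 and 0.91 in LS174T. The lines also differ in the size of their changes, with 29 calls at 3-fold in HT-29 and 216 in LS174T. Calls near the threshold can be lost from 1 block range through spot noise alone, and a smaller spread of ratios lowers r. Position may account for calls in HT-29, but this comparison between the lines cannot tell it from smaller changes. Noise of dim probes gave no decision: the share called in the dimmest of 4 intensity classes was 1.69 times that in the brightest (17.2% against 10.2%), between the bounds set for it. miR-302b*, miR-124 and miR-125b were past the threshold in each block range alone, and whether such calls come from the loss of Ascl2 was not tested.

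In LS174T, arrays the paper does not report, 179 miRNAs were up and 185 down. Scaling by the medians of the spike-in controls gave 22 up and 565 down, and by the median of their ratios 21 and 571. The spike-in controls, which no cell makes, were 9.33-fold higher on the shRNA-Ascl2/LS174T array than on shRNA-Ctr/LS174T after scaling on miRNAs (median of 36, 33 past 2-fold), against 1.04 in HT-29. A loss on the shRNA-Ctr/LS174T array that lowers all signal by the same factor is argued against, since spike-ins and miRNAs would then fall alike. Weaker labelling or hybridisation that lowers specific signal and leaves unspecific signal was not tested by this and stays open. All scalings by 1 factor per array left at least 334 calls, which argues against scaling as the source of their number. That count does not test direction, and with spike-in scaling most rises were lost. A candidate explanation is a loss of specific relative to unspecific signal on the shRNA-Ctr/LS174T array: of 31 viral probes called, 29 were down (93.5%, Wilson interval 79.3 to 98.2), against 46.8% of the 333 human ones and 49.5% (95% of 10000 draws within 32.3 to 67.7) of those weighted to the same intensities. The small RNA controls had a median ratio of 1.94 in LS174T (13 of 26 past 2-fold up and 1 down), against 0.996 in HT-29 (0 up and 1 down). Of human probes above 50 on both LS174T arrays, the brightest of 4 intensity classes had 53 up and 18 down, and the dimmest 8 up and 27 down. A smaller amount of spike-in in the shRNA-Ctr/LS174T sample was not tested and stays open for the spike-ins, as does a biological change for the miRNAs, which cannot be separated from the array with 1 array per condition.

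Several results differ between the 2 lines, and none of these differences was tested with replicates. Of 536 human probes, 30 were called in opposite ways. miR-302b* had a log2 ratio of -2.52 in HT-29 and 1.57 in LS174T, each with 1 array below 50 (-1.63 and 1.39 with such values raised to 50), miR-20a of -1.04 and 1.94, and miR-3195 of 2.71 and -3.15, the rises in LS174T being lost with spike-in scaling (miR-302b* -1.60 and miR-20a -1.23).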

How the results depend on the processing

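Each result has 1 array per condition, so the signal over background and the number of arrays limit all of them; the causes of the shifts below were not tested. A count moved where it became more than 1.5 times larger or smaller, the correlation where it left its 95% interval, and a named miRNA where its log2 ratio shifted by more than the spot spread. Over all settings, 49 counts or correlations moved and 114 shifted less or not at all; named miRNAs reversed in 33 of their comparisons with a setting, moved in 225 and did neither in 2065. No replicate could be left out. limma called 0 of 571 in the main setting (0 at an unadjusted p under 0.05; smallest adjusted p 0.995), with adjusted p from 0.2 upward over 12 settings and 0 to 26 unadjusted; without the cell-line block it called 0 (1 unadjusted).

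In HT-29 the 29 up and 53 down became 6 and 21 under normexp, 10 and 26 without background subtraction, 16 and 28 with both arrays above 50, 71 and 395 with no limit on intensity, 95 and 114 at 1.5-fold and 9 and 20 at 3-fold. With the brighter array above 100, with values below 50 raised to 50, and where the spots of the arrays do not overlap, rises moved to 19 and falls shifted less, to 36, 36 and 42. Of settings added after the values were seen, blocks 1 to 18 gave 53 and 49, blocks 19 to 36 gave 47 and 103, the landmark correction 67 and 49, both block ranges 11 and 28, and spike-in scaling 49 and 42; blocks 1 to 18, the landmark correction and spike-in scaling turn the excess of falls into one of rises, while the median ratio of the spike-in controls gave 22 and 57.

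In LS174T the 179 up and 185 down became 296 and 362 with no limit, 21 and 571 with the median ratio of the spike-in controls, and 22 and 565 with spike-in scaling, which moves the median log2 ratio of the tested probes from -0.27 to -2.51. Falls moved to 70 under normexp, 102 without background subtraction, 112 with both arrays above 50, 280 at 1.5-fold and 76 at 3-fold, where rises shifted less, to 137, 140, 127, 203 and 140.

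Between lines, Pearson r was -0.27 and moved to -0.055 with blocks 1 to 18. Same-way calls, 6, were 1 under normexp, without background subtraction and in both block ranges, 3 with both arrays above 50, 91 with no limit, 21 and 17 with blocks 1 to 18 and 19 to 36, 11 with the landmark correction and 20 with spike-in scaling. Opposite calls, 30, were 15, 18, 17 and 121 under the first 4 of the planned settings named here for HT-29, 69 with blocks 19 to 36 and 13 in both block ranges.

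Among lists in HT-29, the miR-17 family was inside the central 95% with blocks 1 to 18 (-0.32), 19 to 36 (-0.69) and the landmark correction (-0.054), and the miR-99/100 and miR-125 families with blocks 19 to 36 (0.015). With blocks 1 to 18, let-7 (-0.57) and miR-221 and miR-222 (1.06) were outside. In LS174T the clusters of miR-302 and miR-367 were inside with both arrays above 50 (-1.55), blocks 1 to 18 (-0.90) and the landmark correction (-0.69), miR-221 and miR-222 under quantile (2.58) and miR-130, miR-301 and miR-454 with blocks 19 to 36 (1.83). The miR-99/100 and miR-125 families were outside under quantile (2.28), with blocks 19 to 36 (3.18) and the landmark correction (2.14), and miR-378 under normexp (1.26). Spike-in scaling reversed miR-130, miR-301 and miR-454 (-0.88) and miR-221 and miR-222 (-0.14).

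Spike-in scaling also reversed 32 named miRNAs in LS174T, with log2 ratios of let-7b -0.96, let-7b* -2.16, miR-20a -1.23, miR-302b* -1.60, miR-200c -0.52, miR-34a -0.38, miR-141 -0.69, miR-200a -0.068, miR-200b -0.43, miR-99b -0.69, miR-92a -0.35, miR-93 -0.019, let-7g -0.91, miR-125a-5p -0.48, miR-429 -0.56, miR-215 -1.85, miR-454 -0.90, miR-301b -1.50, miR-301a -0.86, miR-130b -0.73, miR-16 -0.55, miR-30e -1.65, miR-29b -1.79, miR-29a -1.50, miR-23b -0.66, miR-24 -0.39, miR-181a -1.88, miR-181d -0.99, miR-221 -0.14, miR-378 -1.66, miR-378c -0.27 and miR-142-3p -2.10. In HT-29, miR-99b reversed with blocks 19 to 36 (-0.89).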

Differences from the paper's values

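None of the paper's counts or Table S4 and S5 ratios that were compared differ by more than 1.5-fold from the values here. The paper's counts are 26 up, 58 down and 84 in all, and the values here are 29, 53 and 82, at the paper's 2-fold threshold and with a limit on intensity of 50 that the paper's text states only for the scaling set. The authors' table gives 26 up and 62 down under the same rule. The median of the spots, the median over probes above 50 on all 4 arrays and no call where a side is at or below 0, a rule chosen after seeing the values, give 26 and 58, and this drops none of the paper's own called miRNAs. For miR-3650, the paper's ratio in Table S5 is 0.203; its mean signal in shRNA-Ascl2/HT-29 cells was below 0 here, so it was called down with a bound only, and the median of the spots gives 0.214, normexp 0.619 and no background subtraction 4.64.

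The paper's text lists let-7b among the up-regulated and miR-302b among the down-regulated miRNAs, and gives qPCR for both. On the array, the probe for let-7b had a ratio of 0.917, and the probe for miR-302b was at background on both arrays. The entries in bold in Tables S4 and S5 are let-7b* and miR-302b*, and the ratio here was 1.997 for let-7b* and 0.174 for miR-302b*, whose signal in shRNA-Ascl2/HT-29 cells was below 50. The primers in Table S3 are for let-7b and miR-302b, and the qPCR of Fig. 8A, another assay, was not analysed here.

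let-7b* passes the threshold with the median of the spots, the authors' table and the 75th percentile, all set before the data were examined, and with blocks 1 to 18, the landmark correction and spike-in scaling, chosen after seeing the values. The 11 miRNAs of Table S5 and 4 of Table S4 that are not called here are all called by the rule that yields the paper's counts.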

Other observations

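In LS174T, arrays the paper does not report, miR-192 and miR-194 of the colonic epithelium were 28.3-fold and 16.2-fold higher in shRNA-Ascl2 cells. miR-215, of the same list, measured 49.8 against 20.0, was called at the limit of intensity and was not called in blocks 19 to 36. The list's median log2 ratio was 4.02 (percentile 99.9 among random lists; 0.85 with spike-in scaling, under which miR-215 turns to -1.85). The epithelial miR-200 family rose in 5 of 5 members (median 2.64, percentile 90.0, but -0.52 with spike-in scaling, and 2.69 after the landmark correction). Its member miR-200a was 4.17-fold higher in blocks 1 to 18 and 274-fold in blocks 19 to 36. It lies in blocks 6 and 24, where 14 of 29 tested probes were called up and 1 down. The landmark signal of block 24 was 0.301 on the shRNA-Ctr/LS174T array. Other medians above the central 95% were those of miR-15/16 (3.22, 3 of 4 up and 1 down; 0.06 with spike-in scaling), miR-221 and miR-222 (3.03, 2 of 3 up and 1 down) and miR-130, miR-301 and miR-454 (1.98, 4 of 4 up); the last 2 turn with spike-in scaling. The clusters of miR-302, miR-367 and miR-371 to miR-373 had a median of -1.26 (percentile 0.80), which was inside the central 95% with both arrays above 50, with blocks 1 to 18 and after the landmark correction. Of the 6 measured members 3 were called down, among them miR-302a (ratio 0.325, but 0.627 and not called after the landmark correction), and miR-302b* was called up, from 44.1, below the limit, to 131. Among human probes above 50 on both arrays, the largest other rises were in miR-190 (22.4-fold), miR-7 (21.2-fold) and 2 of the manufacturer's own probes, and the largest falls in miR-3195 (0.112) and let-7c (0.198). By contrast, let-7g was 4.76-fold higher, but it was lower in shRNA-Ascl2 cells with spike-in scaling. Of the miRNAs of stroma, endothelium and blood, 6 of 8 measured members were called down and 1 up, the falls including miR-144 (259 to 18.7) and miR-451 (339 to 49.3).

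The other lists in LS174T lay inside the central 95%, with median log2 ratios of 1.69 (miR-17 family), 0.09 (let-7), 2.47 (miR-99/100 and miR-125), 0.66 (miR-30), 1.37 (miR-29), 1.51 (miR-23/27/24), 0.79 (miR-181), 2.78 (miR-34, miR-34a alone), 1.34 (miR-378), -0.39 (stroma, endothelium and blood, percentile 14.9) and -0.55 (muscle, liver and nerve). All of these medians are below 0 with spike-in scaling. In HT-29 those not given with the paper's results were -0.24 (miR-30), -0.22 (miR-29), -0.07 (miR-23/27/24), -0.30 (miR-181), 0.03 (miR-34, miR-34a alone), 0.11 (miR-221 and miR-222) and 0.06 (muscle, liver and nerve). Of the other miRNAs the paper names, miR-200c had a ratio of 0.875 in HT-29 and 6.24 in LS174T, miR-34a of 1.02 and 6.89, and miR-451 was below 50 on both HT-29 arrays and fell in LS174T, in each block range alone too. With spike-in scaling, miR-200c and miR-34a were lower, not higher, in shRNA-Ascl2/LS174T cells.

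Across 536 human probes, which are not independent replicates, the log2 ratios of the 2 lines had a Pearson r of -0.27 (-0.34 to -0.19) and a Spearman rho of -0.29. With blocks 1 to 18 alone, the Pearson r was weaker and lay outside this interval. Called the same way were 6, against 15.0 under independence and 8 to 20 over shuffles, and in opposite ways 30, against 16.5 and 10 to 23. Same-way calls were 21 with blocks 1 to 18, against 19.7 under independence, 17 with blocks 19 to 36 against 34.8, 11 with the landmark correction against 23.6 and 20 with spike-in scaling against 27.7, and opposite calls were 20, 69, 42 and 37, against 19.4, 36.7, 22.5 and 30.1, so neither difference holds with blocks 1 to 18, nor does that of same-way calls with no limit on intensity (91 against 89.5); calls made in both block ranges were 1 the same way and 13 in opposite ways, against 5.41 and 6.92. The 4 called down in both lines were miR-195, miR-135a, miR-221* (ratios 0.429 and 0.407) and miR-3654 (0.450 and 0.428), and the 2 called up were miR-99b and miR-2355-5p; miR-135a and miR-2355-5p are named after their values were seen. miR-195 alone of the 6 was called in each block range in both lines, but it was not called in HT-29 after the landmark correction, nor were miR-221* and miR-3654 (0.899 and 0.535). In LS174T miR-221* and miR-3654 were not called with blocks 1 to 18 alone (0.635 and 0.515), nor was miR-135a, and miR-99b was not called in HT-29 with blocks 19 to 36. The rise of miR-99b in LS174T turned to a fall with spike-in scaling.

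A hypothesis set before the data were examined was that viral probes, for miRNAs these cells need not make, are called at least as often as human ones if calls reflect signal other than the named miRNA. Tables S4 and S5, whose values had been read by then, already list viral miRNAs from the same HT-29 arrays, so the hypothesis is not independent of these calls. In HT-29, 9 of 51 viral probes were called (17.6%, Wilson interval 9.57 to 30.3) against 73 of 576 human ones (12.7%), 1.39 times the share. The shares in HT-29 were not told apart by Fisher's exact test (two-sided p = 0.285), which treats probes on 1 pair of arrays as independent and covers no spread between samples. In LS174T the shares were 56.4% of viral and 54.2% of human probes, a difference that was not tested. Cross-hybridisation or spot noise may contribute to the calls, which these shares do not decide. Simulated spot noise alone gave 0 calls among 656 probes in HT-29.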
